# Vitamin C promotes apoptosis in breast cancer cells by increasing TRAIL expression

**DOI:** 10.1038/s41598-018-23714-7

**Published:** 2018-03-28

**Authors:** David W. Sant, Sushmita Mustafi, Christopher B. Gustafson, Joshua Chen, Joyce M. Slingerland, Gaofeng Wang

## Abstract

Genomic loss of 5-hydroxymethylcytosine (5hmC) accompanies malignant cellular transformation in breast cancer. Vitamin C serves as a cofactor for TET methylcytosine dioxygenases to increase 5hmC generation. Here we show that the transcription of SVCT2, a major vitamin C transporter, was decreased in human breast cancers (113 cases) compared to normal breast tissues from the same patients. A decreased SVCT2 expression was also observed in breast cancer cell lines. Treatment with vitamin C (100 μM) increased the 5hmC content in MDA-MB-231 breast cancer cells and markedly altered the transcriptome. The vitamin C treatment induced apoptosis in MDA-MB-231 cells, which was verified in two additional breast cancer cell lines. This pro-apoptotic effect of vitamin C appeared to be mediated by TRAIL, a known apoptosis inducer. Vitamin C upregulated TRAIL transcripts (2.3-fold increase) and increased TRAIL protein levels. The upregulation of TRAIL by vitamin C was largely abolished by siRNAs targeting TETs and anti-TRAIL antibody abrogated the induction of apoptosis. Furthermore, the apoptosis promoted by vitamin C was associated with Bax and caspases activation, Bcl-xL sequestration, and cytochrome c release. Taken together, these results suggest a potential role of physiological doses of vitamin C in breast cancer prevention and treatment.

## Introduction

Aberrant epigenetic alterations, which reflect the interface of a dynamic microenvironment and the genome are involved in malignant cellular transformation^1^. Global loss of 5-hydroxymethylcytosine (5hmC) has been recognized as an epigenetic hallmark in most, if not all, types of cancer including breast cancer^2^. 5hmC content is relatively high in normal breast epithelial cells, but shows a progressive loss in breast cancers^3–6^. 5hmC is converted from 5-methylcytosine (5mC) as an initial step of active DNA demethylation, which is catalyzed by ten-eleven translocation (TET) methylcytosine dioxygenases^7^. TETs can further oxidize 5hmC to 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC), which are eventually replaced by unmodified cytosine, thus completing the process of active DNA demethylation^8^. 5hmC, which is relatively stable, recruits different sets of binding proteins and exerts distinct effects on transcription compared to 5mC^8^. Thus, in addition to being a DNA demethylation intermediate, 5hmC also serves as an epigenetic mark with unique regulatory functions. The global loss of 5hmC could change DNA methylation-demethylation dynamics and gene transcription, further leading to a cascade that drives phenotypic transformation from normal breast epithelial cells to breast cancer cells.

Loss of 5hmC within primary breast cancers is a biomarker of poor prognosis^9^, raising the possibility that increasing 5hmC might offer a novel therapy for breast cancer. In a small subset of breast cancers, loss of 5hmC occurs via decreased TET1 expression^10^. It has been shown that overexpression of TET1 can partially re-establish a normal 5hmC profile in breast cancer cells and decrease their invasiveness^10^. While overexpressing TET1 using viral vectors in patients might not be clinically feasible, this discovery suggests that restoring normal 5hmC content may have therapeutic potential for breast cancer.

TETs belong to the iron and 2-oxoglutarate (2OG)-dependent dioxygenase superfamily, which catalyzes the hydroxylation of a diverse variety of substrates. These dioxygenases utilize Fe(II) as a cofactor, 2OG as a co-substrate, and some of them require vitamin C as an additional cofactor for full catalytic activity. Vitamin C (L-ascorbic acid) exists predominantly as the ascorbate anion under conditions of physiological pH. We and others recently showed that vitamin C, which has the capacity of reducing catalytic inactive Fe(III) to catalytic active Fe(II), upregulates the generation of 5hmC by acting as a cofactor for TET to hydroxylate 5mC^11–15^. This novel function of vitamin C to modulate DNA demethylation prompted us to test whether vitamin C treatment might upregulate TET action and have effects similar to TET overexpression in breast cancer cells. Here, we show that decreased expression of sodium-dependent vitamin C transporter 2 (SVCT2), appears to mediate the loss of 5hmC in breast cancer, despite stable TET expression. Treatment with vitamin C increases 5hmC content in breast cancer cells, changes the transcriptome, and induces apoptosis by increasing expression of the apoptosis inducer gene, TNF-related apoptosis-inducing ligand (TRAIL).

## Results

### Vitamin C transporter is downregulated in primary human breast cancer

Our recent work has indicated that vitamin C promotes 5hmC generation by serving as a cofactor for TETs^11,12^. Intracellular vitamin C deficiency would fail to maintain the catalytic activity of TETs, resulting in the loss of 5hmC as observed in breast cancer^3–6^. To identify potential factors responsible for the observed loss of 5hmC in primary human breast cancers, we analyzed RNA-seq data from The Cancer Genome Atlas (TCGA). This dataset contained 113 matched pairs of breast cancer and normal breast tissue obtained from the same patients. Vitamin C enters and accumulates in breast epithelial cells mainly via SVCT2, which is encoded by the solute carrier family 23 member 2 gene (*SLC23A2*)^16^. The expression of SVCT2 in breast cancer was decreased compared to normal breast epithelium (*P* = 2.31 × 10^−19^, Fig. 1a). Of the 113 breast cancer samples, the SVCT2 expression was decreased in 72.5% (n = 82) by at least 1.5 fold compared to the matched normal breast tissues. TET1, which was expressed at a very low level, was slightly downregulated (0.67 fold) in 42.5% of breast cancer cases. TET2 and TET3 were downregulated in only 28% and 8.9% of cases, respectively. In most breast cancers, TET1, TET2, and TET3 expression levels were unchanged or even increased compared to their matched normal tissues, as shown in Fig. 1a. These data suggest that the reduced SVCT2 expression, rather than that of TETs, might be a major cause for the loss of 5hmC observed in a majority of breast cancers.

**Figure 1:**
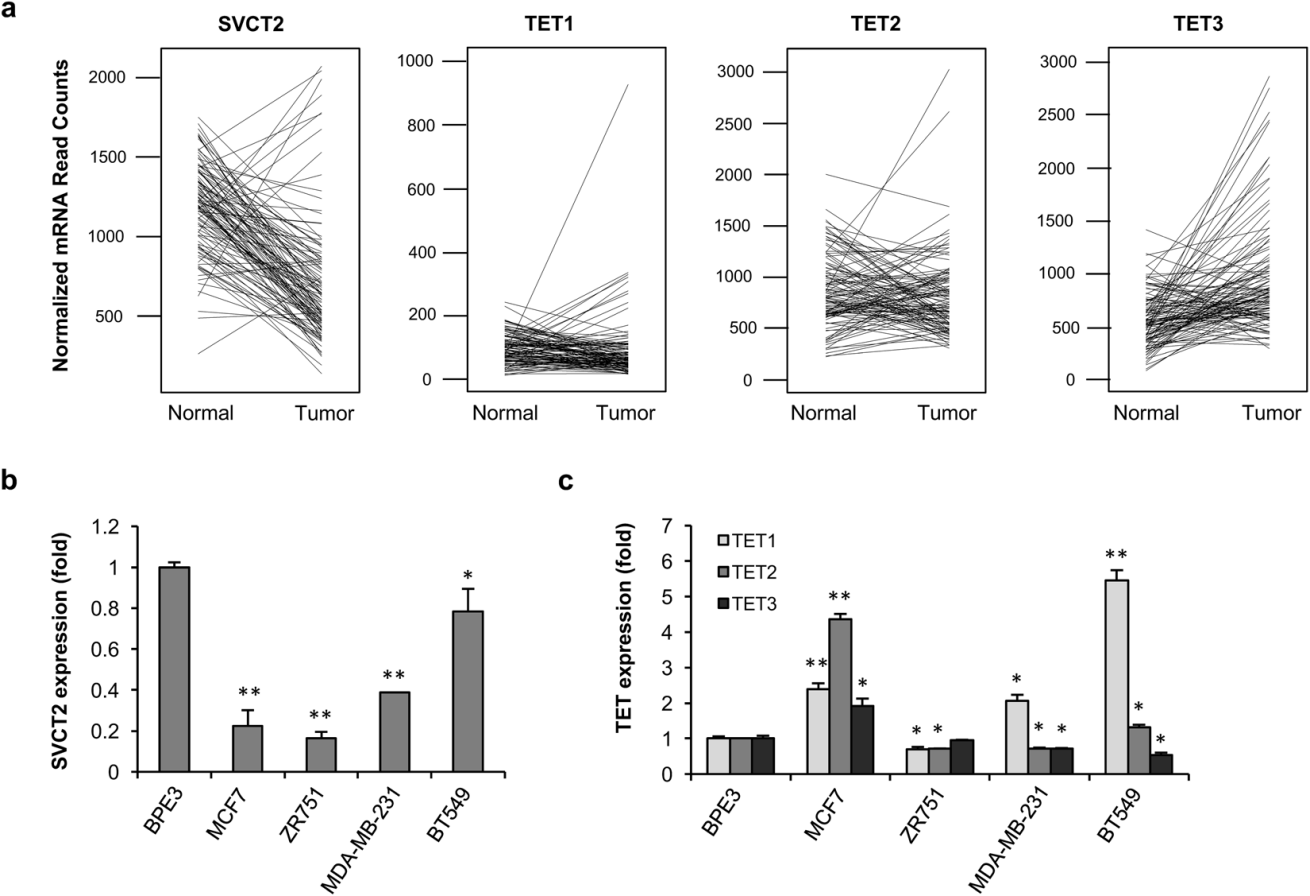
Downregulation of SVCT2 in breast cancer. (**a**) RNA-seq of 113 paired normal breast tissue/breast cancer available in the TCGA dataset shows that the mRNA levels of SVCT2 are decreased in many cancer samples compared to controls (P = 2.31 × 10^−19^). In contrast TETs remain unchanged or increased in the majority of breast cancer cases. Each line represents an individual patient, linking the level of mRNA in the normal tissue and tumor tissue from that specific patient. (**b**) Quantitative RT-PCR shows that SVCT2 mRNA levels were decreased in breast cancer cell lines. (**c**) The mRNA level of TETs was either increased or decreased in breast cancer cell lines shown by quantitative RT-PCR.

SVCT2 expression was then evaluated in the hTERT-immortalized, normal human breast epithelial line (BPE3) and in four breast cancer lines: estrogen receptor positive (ER^+^)/progesterone receptor positive (PR^+^) luminal MCF7, ER^+^/PR^−^ luminal ZR751, and triple negative (ER^−^/PR^−^/HER2^−^) basal lines, MDA-MB-231 and BT549. SVCT2 expression was consistently decreased in each of the four breast cancer cell lines compared to BPE3 (Fig. 1b). Notably, TET expression in these breast cancer cell lines varied greatly. TET 1, 2, and 3 levels in MCF7 cells were actually increased compared to the immortalized normal breast epithelial cells (Fig. 1c). This decreased expression of SVCT2 would reduce vitamin C uptake in breast cancer cells, creating an intracellular vitamin C deficiency which could give rise to decreased 5hmC levels.

### Vitamin C treatment increases 5hmC content in breast cancer cells

In an effort to test whether vitamin C supplementation might restore 5hmC content in breast cancer cells by enhancing TET activity, we tested the effect of adding vitamin C to the cell culture media. We examined the effect of vitamin C on 5hmC generation in MDA-MB-231 cells, where the expression of SVCT2 is lower but the expression of TET1-3 is similar or higher than in BPE3 cells (Fig. 1b,c). Using a dot-blot assay to measure global 5hmC content, the 5hmC signal was barely detectable in MDA-MB-231 cells cultured without vitamin C (Fig. 2a). The average concentration of vitamin C in healthy human plasma is generally at ~50 μM range and can reach up to ~150 μM^17^. Supplementation of vitamin C (10 μM) in the medium for 24 hours increased the 5hmC content about 2.5 fold. A higher physiological plasma concentration of vitamin C (100 μM) further increased 5hmC by nearly 4-fold over the basal levels (Fig. 2b). Treatment with a pharmacological vitamin C concentration (500 μM) increased 5hmC generation to a similar extent as that observed with 100 μM vitamin C. Thus, vitamin C treatment at pharmacological levels, which requires intravenous injection, would not incur greater benefit in promoting 5hmC generation in breast cancer cells than vitamin C at 100 μM, which is achievable *in vivo* with oral delivery.

**Figure 2:**
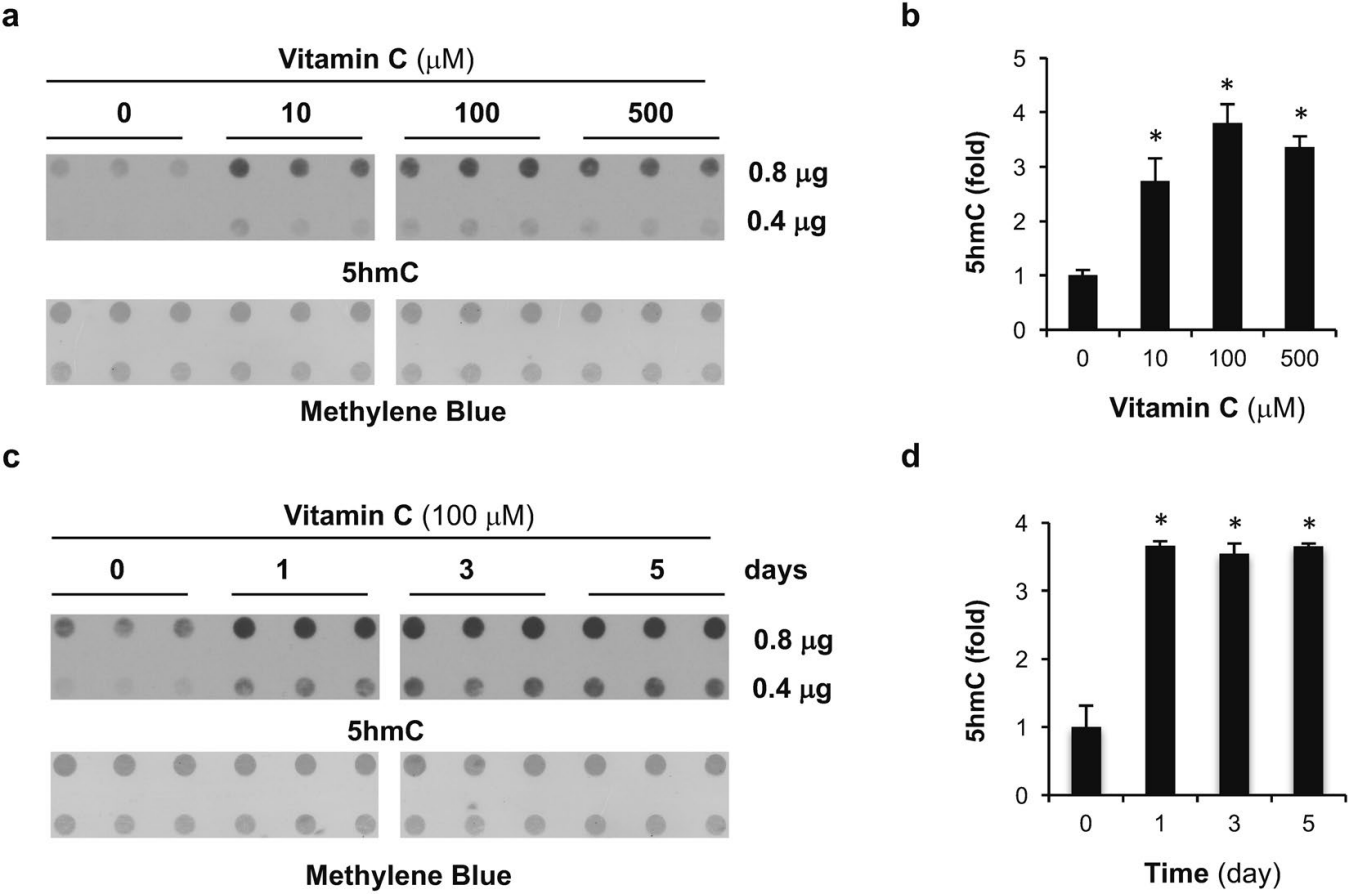
Vitamin C treatment elevates 5hmC content in breast cancer cells. (**a**) The dot-blot shows that treatment with 10, 100, and 500 μM vitamin C for 24 hours increases the global content of 5hmC. (**b**) The semi-quantitation of the dot-blot shows that 10 μM vitamin C treatment for 24 hours increases the global content of 5hmC, supplementation to 100 μM further increases 5hmC levels, but further supplementation to 500 μM does not increase the levels further. (**c**) The dot-blot shows that treatment with 100 μM vitamin C increases the global content of 5hmC. (**d**) The semi-quantitation of the dot blot shows that 1 day of treatment with 100 μM vitamin C treatment increases the global content of 5hmC, and that supplementation for longer periods largely maintains the 5hmC level (* indicates *P* < 0.05).

We then investigated the vitamin C-induced increase in 5hmC over time using 100 μM vitamin C. Treatment of MDA-MB-231 cells with vitamin C (100 μM) for 1, 3, or 5 days all caused an increase in 5hmC to nearly 4-fold of the baseline level (Fig. 2c,d). The doubling time for MDA-MB-231 cells is about 24 hours and 5hmC is not maintained during DNA replication. Thus, vitamin C at 100 μM appears to sustain an elevated 5hmC level in these rapidly growing MDA-MB-231 cells. In MDA-MB-231, TET enzymes may be poised to generate 5hmC. With an increased availability of their co-factor vitamin C, they are able to more efficiently catalyze the hydroxylation reaction. The upregulation of 5hmC content by vitamin C treatment is comparable to the effect of overexpressing TET1 in this cell line^10^.

### Vitamin C changes the transcriptome of breast cancer cells

An increase in the global 5hmC content shifts DNA methylation-demethylation dynamics, which could consequently change gene expression profiles. Thus, we hypothesized that the vitamin C-induced global increase of 5hmC might also lead to changes in the transcriptome. Whole transcriptome sequencing, also known as RNA-seq, was undertaken to evaluate the influence of vitamin C treatment on the MDA-MB-231 transcriptome. 

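The experiment compared 3 wells of MDA-MB-231 cells, a human triple-negative breast cancer line of mesenchymal character, grown without added vitamin C with 3 wells treated with 100 μM vitamin C for 3 days. RNA was depleted of ribosomal RNA rather than selected for poly(A) tails, so long non-coding RNAs, small nuclear RNAs and histone mRNAs without a poly(A) tail were also sequenced. The authors trimmed the paired-end reads, aligned them with STAR to human build hg38 and deposited counts of reads for each Ensembl gene in each library. Reads counted in genes were 17664345, 22373591 and 20189554 in control 1, 2 and 3, and 13434130, 14225257 and 19553914 in vitamin C 1, 2 and 3. The median was 20189554 for the control group and 14225257 for the vitamin C group. The share of read pairs that did not map was 24.2%, 34.4% and 32.9% in the control libraries and 40.7%, 49.5% and 24.7% in the vitamin C libraries. The deposited counts were normalized by TMM, and expression is given as CPM, the counts scaled to a common library size, with the SD over the 3 wells of a group. Differences are log2 fold changes of vitamin C over control with their standard error (SE), tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless DESeq2 is named. Genes were placed on GRCh38 with the GENCODE 44 annotation, which held 93.2% of the 60675 gene identifiers. The aligner counted only reads with a unique position, so genes with near-identical copies, such as those for ribosomal proteins, histones, GAPDH and PGK1, are uncertain. The strand setting of the counting is not given in the sources used here, so a gene and an antisense neighbour can share reads. For its cell culture experiments in general the paper states that a group had 3 wells in every experiment and that experiments were repeated at least 3 times, which leaves out whether the 3 sequenced wells of a group came from 1 experiment or several. The p-values therefore measure the spread between these wells, which may be technical.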

Paired-end RNA-seq data enabled us to digitally quantifying transcript levels, and to display alternative splice variants and non-coding RNA species. MDA-MB-231 cells were treated with vitamin C at 100 μM for 3 days. DNA and RNA were simultaneously extracted from MDA-MB-231 cells cultured in the same wells (n = 3 per group). Vitamin C-induced 5hmC was confirmed by dot-blot assay (data not shown) in samples submitted for sequencing. 

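The transcriptomes of vitamin C-treated and control cells lay apart, and a pair of epithelial markers was higher after treatment. VIM, an intermediate filament protein of mesenchymal cells, was at 1276 ± 45.3 CPM (SD, n = 3) in control cells and 1256 ± 64.1 CPM (SD, n = 3) after treatment, and none of 10 basal and mesenchymal markers passed the edgeR threshold. At an unadjusted p under 0.05, 2 of these markers were higher and 1 was lower, and DESeq2 called 1 higher (none when adjusted over the list alone, and camera adjusted p = 0.88). CD44, a surface receptor among them, had a log2 fold change of 0.25 and passed only without vitamin C 3 (edgeR adjusted p = 0.0115). Of 10 luminal epithelial markers measured, 2 were higher, none was lower and 8 did not pass the test (6 higher when adjusted over the list alone), and none was lower at an unadjusted p under 0.05 or by DESeq2. These were EPCAM, an epithelial adhesion protein, which rose from 22.0 ± 1.06 to 34.9 ± 0.554 CPM (SD, n = 3 each), and KRT8, a keratin, with a log2 fold change of 0.40 (SE 0.08, edgeR adjusted p = 0.022). The luminal list as a whole was higher (camera adjusted p = 0.00127), with an adjusted p = 0.415 with an estimated correlation, and KRT8 no longer passed without control 1 (adjusted p = 0.0887), control 2 (0.0869) or vitamin C 1 (0.0659). Of 13 mRNAs encoded in mitochondrial DNA, MT-ND5, a subunit of respiratory complex I, was higher with a log2 fold change of 0.68 (SE 0.16, edgeR adjusted p = 0.0316), none was lower and 12 did not pass (9 higher when adjusted over the list alone), and none was lower at an unadjusted p under 0.05 or by DESeq2. This list had a camera adjusted p = 0.00127 and an adjusted p = 0.443 with an estimated correlation. Mitochondrial mRNAs made up 1.03%, 1.18% and 1.10% of gene counts in control 1, 2 and 3 and 1.79%, 1.71% and 1.01% in vitamin C 1, 2 and 3, so vitamin C 3 lay below every control, and MT-ND5 did not pass without control 1 (adjusted p = 0.131), control 2 (0.0958), vitamin C 1 (0.0832) or vitamin C 2 (0.0684). The count of higher mitochondrial mRNAs was 2 without control 3 and 10 without vitamin C 3.

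Over the 500 most variable genes, the first principal component held 48.5% of the variance and parted the groups, with scores of -14.4, -8.85 and -9.16 for control 1, 2 and 3 and 7.58, 18.2 and 6.60 for vitamin C 1, 2 and 3. The gap of 15.5 between the nearest libraries of the groups was larger than the spread of either group. Across genes, log2 CPM correlated at 0.992 to 0.995 between control libraries, at 0.989 to 0.991 between vitamin C libraries and at 0.981 to 0.991 between groups, so the highest values across groups reached those within the vitamin C group. Genes are not independent replicates, and no p-value is given for these correlations.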

We observed a shift in the MDA-MB-231 transcriptome after vitamin C treatment as shown by heatmap (Fig. 3a). 

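BNIP3, a receptor for the removal of mitochondria, had the smallest edgeR p-value of the genes called by both tools. It was followed by EREG, a ligand of the EGF receptor, ADM, a vasodilator peptide, CYP1B1, an oxidizing enzyme, and PDK1, a kinase that restrains pyruvate oxidation. EREG rose from 29.1 ± 1.56 to 60.6 ± 2.85 CPM (SD, n = 3 each), a log2 fold change of 1.06 (SE 0.08, edgeR adjusted p = 0.000236). By edgeR, 1080 of 15261 genes tested were differentially expressed at an adjusted p under 0.05, with 549 higher and 531 lower after vitamin C treatment. By DESeq2, 1443 of the 13472 genes given an adjusted p were differentially expressed, with 586 higher and 857 lower. With upper-quartile factors in place of TMM, edgeR called 687 genes higher and 377 lower, which made 64.6% of the calls higher in place of 50.8%. The text does not name the edgeR test, and edgeR's exact test called 1926 genes and its likelihood ratio test 1982. The edgeR count was 128 without control 1, 142 without control 2, 693 without control 3, 388 without vitamin C 1, 503 without vitamin C 2 and 1900 without vitamin C 3. The DESeq2 count was 367 without control 1, 617 without control 2, 703 without vitamin C 1 and 773 without vitamin C 2.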

905 genes were determined to be differentially expressed by edgeR and 1,424 genes were determined to be differentially expressed by DESeq. 2. Of these, 778 genes were significantly and differentially expressed using both methods (Fig. 3b). 

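In the counts analysed here, 968 genes passed the adjusted p threshold in both edgeR and DESeq2, all in the same direction, while 112 passed in edgeR alone and 475 in DESeq2 alone. Most of them encode proteins, with 385 protein-coding genes higher and 460 lower in both tools. This balance differed from that of the other called genes (two-sided Fisher's exact test of higher against lower calls, adjusted p = 0.0406 over 6 gene types). The exact tests by gene type count genes, which are not independent replicates. Their p-values therefore do not measure the spread between wells. Among long non-coding RNAs, 49 were higher and 14 lower out of 1763 tested (adjusted p = 2.07e-06, the same exact test). With upper-quartile factors more of all genes called by both tools were higher than lower, and the tests by gene type were not repeated there. Small nuclear RNAs, the RNA parts of the splicing machinery, were lower in 8 of 33 tested and higher in none (adjusted p = 0.0251, the same exact test). Whether or not DESeq2 also called them, edgeR called 63 long non-coding RNAs higher and 16 lower. The count of higher ones changed when single wells were left out, as did the count of all edgeR calls. It was 3 without control 1, 5 without control 2, 23 without control 3, 19 without vitamin C 2 and 96 without vitamin C 3. All edgeR calls numbered 1080 with every library, 128 without control 1, 142 without control 2 and 1900 without vitamin C 3. These shifts were thus not confined to long non-coding RNAs. The edgeR count of lower small nuclear RNAs was 0 without control 1 or control 2 and 2 without vitamin C 1 or vitamin C 2. It was 11 without control 3 or vitamin C 3. After a correction for GC content and transcript length, chosen after the results were seen, it was 4. Pseudogenes were higher in 10 and lower in 24, a difference that did not pass (adjusted p = 0.0792, the same exact test). Changes were moderate in size, since 86 of the 968 genes changed at least 2-fold, 61 of them higher and 25 lower. The number passing in both tools was 124 without control 1, 139 without control 2, 645 without control 3, 352 without vitamin C 1, 448 without vitamin C 2 and 1539 without vitamin C 3.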

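Among genes of glycolysis and other hypoxia-induced genes, nearly all of those that passed the test were lower after vitamin C treatment, and the genes of the extracellular matrix that passed were higher, although none of these lists passed a test with an estimated correlation. Of 22 genes of glycolysis and glucose uptake, listed like all groups before the data were examined, 13 were lower, 1 was higher and 8 did not pass the edgeR threshold (17 lower and 1 higher when adjusted over the list alone). Among them PFKFB3, which makes the activator of phosphofructokinase, fell from 47.9 ± 1.14 to 30.2 ± 3.14 CPM (SD, n = 3 each), ALDOA, encoding aldolase A, fell from 189 ± 12.8 to 127 ± 8.54 CPM, and SLC2A1, the main glucose transporter, fell from 133 ± 5.34 to 99.3 ± 2.98 CPM. The 1 member that rose was PKM, encoding muscle-type pyruvate kinase (log2 fold change 0.46, edgeR adjusted p = 0.0442), and no member was higher without control 1, 2 or 3 or without vitamin C 1 or 2. Of 27 other hypoxia-induced genes measured, 15 were lower, 1 was higher and 11 did not pass (16 lower and 2 higher when adjusted over the list alone), and none was higher by DESeq2 or with any single library left out. EGLN3, an oxygen-sensing prolyl hydroxylase, had a log2 fold change of -1.29 (SE 0.16, edgeR adjusted p = 0.00304), and P4HA1, a collagen prolyl hydroxylase, fell from 202 ± 20.9 to 113 ± 1.97 CPM. The 2 lists hold 7 genes that the study chose on these libraries and are not independent evidence of direction for those; without them, 10 of 19 glycolysis genes and 11 of 23 other hypoxia-induced genes were lower. Camera gave an adjusted p = 1.40e-11 for glycolysis and 5.36e-11 for the other hypoxia-induced genes, and an adjusted p = 0.112 for each with an estimated correlation.

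Of 35 enzymes that use 2-oxoglutarate and iron, the class that includes the TETs, 7 were lower, 1 was higher and 27 did not pass (9 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.087). Those that fell were EGLN3, EGLN1, P4HA1, KDM7A, KDM3A, PLOD2 and ALKBH5, the first 6 of which are also in the hypoxia list, and the list's median log2 fold change was 0.00 while its mean was -0.10. Without control 2, 4 of these enzymes were lower. Of 30 cytosolic ribosomal protein genes, 9 were lower, 1 was higher and 20 did not pass (17 lower and 3 higher when adjusted over the list alone). The 1 higher gene was not called by DESeq2, and none was higher without control 1, 2 or 3 or without vitamin C 1 or 2. RPS3 fell from 409 ± 8.02 to 309 ± 20.0 CPM, and the list had a camera adjusted p = 6.54e-07 and an adjusted p = 0.112 with an estimated correlation. Of 10 replication-dependent histone genes measured, 4 were lower, none was higher and 6 did not pass (7 lower when adjusted over the list alone), with a camera adjusted p = 1.35e-05 and an adjusted p = 0.231 with an estimated correlation. H4C3, a histone H4 gene, had a log2 fold change of -0.68 (SE 0.11, edgeR adjusted p = 0.00909), and no histone gene was higher at an unadjusted p under 0.05 or by DESeq2. Of 23 genes of the extracellular matrix, 8 were higher, none was lower and 15 did not pass (9 higher and 1 lower when adjusted over the list alone), with a camera adjusted p = 0.000101 and an adjusted p = 0.231 with an estimated correlation. At an unadjusted p under 0.05, 10 matrix genes were higher and 1 was lower, and by DESeq2 9 were higher and 1 was lower. FN1, encoding fibronectin, rose from 318 ± 52.2 to 557 ± 75.6 CPM, and COL12A1, encoding a collagen, rose from 262 ± 15.2 to 372.0 ± 9.60 CPM (SD, n = 3 each).

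Among the genes called by both tools, 513 were lower, with a median log2 fold change of -0.42, and 455 were higher, with a median of 0.57. Upper-quartile factors gave 369 lower and 504 higher, so that 57.7% rather than 47.0% were higher. The higher genes numbered 66 without control 1, 79 without control 2, 271 without control 3, 200 without vitamin C 1 and 226 without vitamin C 2. The lower genes numbered 58 without control 1, 60 without control 2, 152 without vitamin C 1, 222 without vitamin C 2 and 871 without vitamin C 3. Without control 1 and without control 2, the number of lower genes was 8 and 5 for glycolysis, 0 and 0 for ribosomal proteins and 1 and 2 for histones, and the matrix list had 2 and 4 higher. SLC2A1 no longer passed without control 2 (adjusted p = 0.0572) or RPS3 without control 1 (0.0579) or control 2 (0.0589), and the ribosomal count was 3 without vitamin C 1 while the matrix count was 4 without vitamin C 1 and 4 without vitamin C 2.

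**Figure D1:**
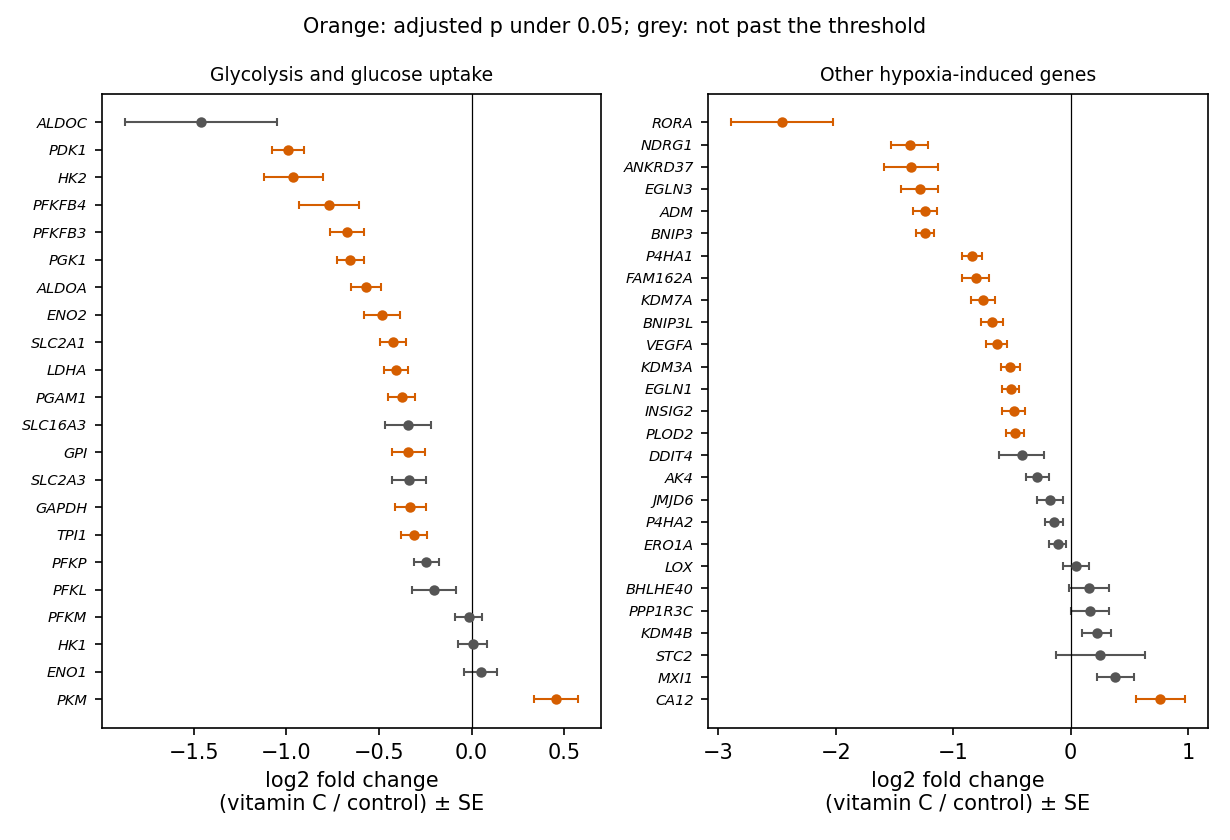
Log2 fold change of vitamin C over control for each measured gene of glycolysis and glucose uptake and of the other hypoxia-induced genes, sorted by size within each panel. Points are edgeR estimates from 3 wells per group, bars are SE and orange marks an adjusted p under 0.05. Among the orange points, 13 of glycolysis and 15 of the other hypoxia-induced genes lie below 0, and 1 in each panel lies above.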

Of the 778 genes, 363 genes were downregulated while 415 genes were up-regulated. The top 10 upregulated genes (*TNFSF10*, *CYP1B1*) and downregulated genes (*TFRC*, *PGK1*, *BNIP3*, *NDRG1*, *BNIP3L*, *ADM*, *PDK1*, *HK2*) were chosen for validation based on fold changes. 

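Of the 10 genes chosen for qRT-PCR, TNFSF10 and CYP1B1 were higher and the other 8 were lower after vitamin C treatment, and each passed both edgeR and DESeq2. NDRG1, a stress-response gene on chromosome 8 (133237175 to 133302022), fell from 101 ± 25.4 to 39.0 ± 2.03 CPM (SD, n = 3 each), a log2 fold change of -1.37 (SE 0.16, edgeR adjusted p = 0.00185). BNIP3 on chromosome 10 (131967684 to 131981967) fell from 226 ± 14.5 to 95.7 ± 2.96 CPM, a log2 fold change of -1.24 (SE 0.08, adjusted p = 3.44e-05). Its relative BNIP3L on chromosome 8 (26383054 to 26505636) fell from 149 ± 9.20 to 93.6 ± 12.6 CPM, a log2 fold change of -0.67 (SE 0.10). ADM on chromosome 11 (10305073 to 10307397) fell from 25.3 ± 1.70 to 10.7 ± 0.510 CPM, a log2 fold change of -1.24 (SE 0.10). The glycolysis genes among the 10 also fell. PDK1 on chromosome 2 (172555373 to 172608669) went from 61.0 ± 4.30 to 30.7 ± 1.39 CPM, HK2, encoding a hexokinase, on chromosome 2 (74834127 to 74893359) from 94.0 ± 10.0 to 48.5 ± 13.1 CPM and PGK1, encoding phosphoglycerate kinase, on chromosome X (77910739 to 78129295) from 535 ± 28.4 to 340 ± 10.9 CPM. TFRC, the transferrin receptor that takes up iron, on chromosome 3 (196012511 to 196082153), was the most abundant of the 10 and fell from 1115 ± 116 to 776 ± 38.7 CPM, a log2 fold change of -0.52 (SE 0.09, adjusted p = 0.0102). CYP1B1 on chromosome 2 (38066973 to 38109902) rose from 122 ± 9.20 to 235 ± 11.2 CPM, a log2 fold change of 0.95 (SE 0.08, adjusted p = 0.000254). The folds were 0.964 to 1.01 times the paper's reported RNA-seq folds in Supplementary Table 1. For each of the 10 genes every vitamin C well lay on one side of every control well (two-sided exact permutation test, p = 0.1, the smallest p that 3 wells against 3 allow). The study chose these genes for their change in the same libraries, so this separation is not independent evidence. HK2 no longer passed without control 1 (edgeR adjusted p = 0.0508), while the other 9 passed without any single library.

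**Figure D2:**
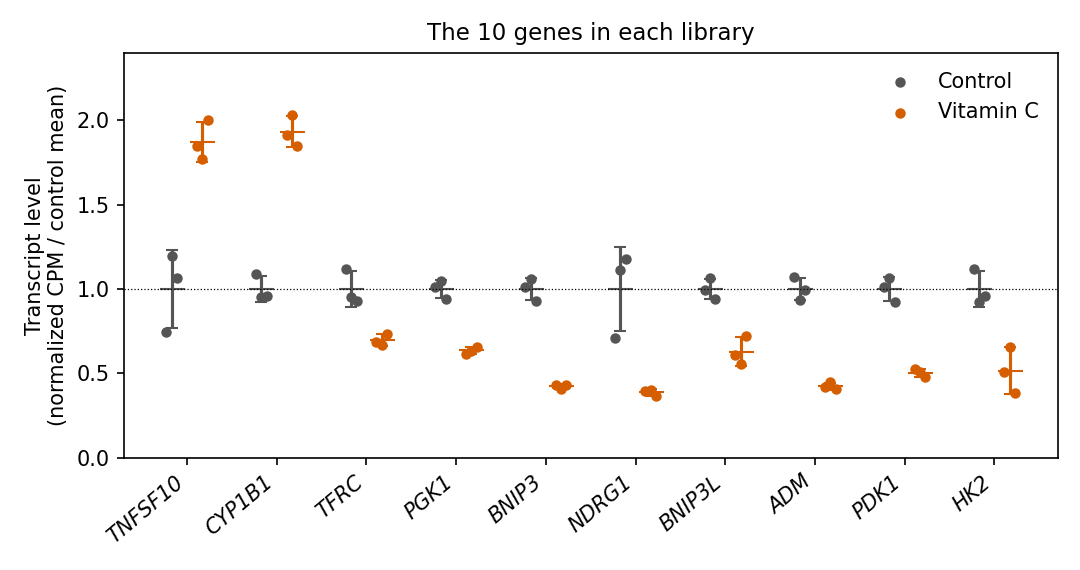
Transcript level of the 10 genes in each of the 6 libraries, as normalized CPM divided by the mean of the control wells. Points are wells, horizontal lines are group means and bars are SD (n = 3 each). In all 10 genes the 3 vitamin C wells sit on one side of the 3 control wells.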

The expression changes of all 10 genes were verified by qRT-PCR (Supplementary Table 1).

**Figure 3:**
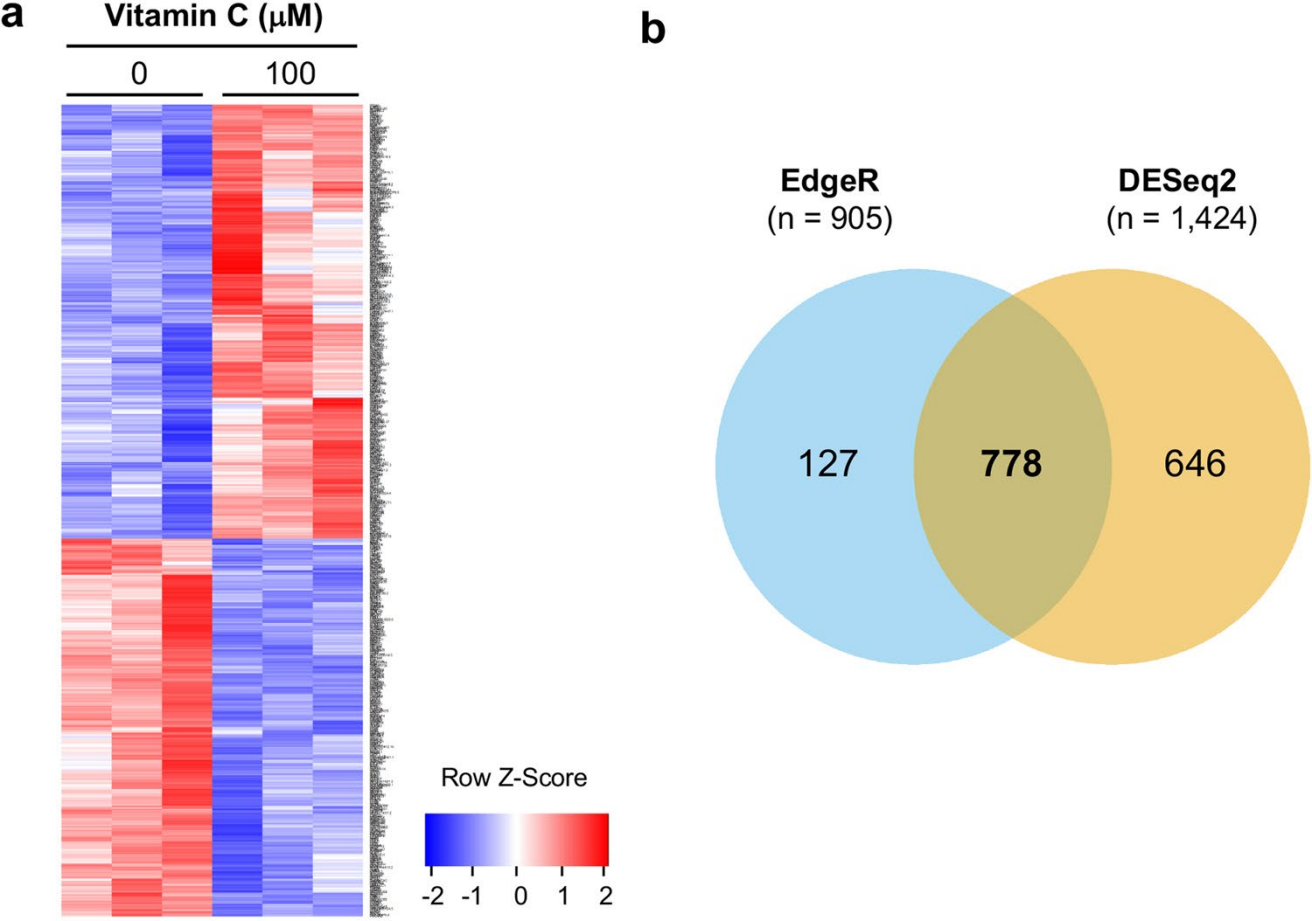
Vitamin C shifts the transcriptome of breast cancer cells. (**a**) The heatmap showing the relative transcript levels of the differential genes in MDA-MB-231 cells treated with 100 μM vitamin C or no vitamin C shows that the expression pattern changes after treatment. (**b**) Differentially expressed genes are identified by edgeR (905 genes) and DESeq. 2 (1,424 genes). 778 genes were identified by the two methods.

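The genes with the largest rises among those called by both tools, with a gene symbol, a mean of at least 100 counts and no overlap between wells of the groups, were COL1A2, LINC00996, PHLDA1-AS1, CSGALNACT1, PPA2, PPFIBP2, LRRC15, COL9A2, EREG and BEST1. Rises of this size in 4 genes without a symbol are left out. COL1A2 belongs to the extracellular matrix list and CSGALNACT1 does not. Whether matrix genes were more common among those listed than among other genes was not tested. COL1A2, encoding a chain of type I collagen, rose from 2.73 ± 0.970 to 9.39 ± 4.51 CPM (SD, n = 3 each), a log2 fold change of 1.78 (SE 0.35, edgeR adjusted p = 0.0192), COL9A2, encoding a chain of type IX collagen, rose with a log2 fold change of 1.07 (SE 0.22, edgeR adjusted p = 0.0228), and CSGALNACT1, an enzyme of chondroitin sulfate synthesis, rose from 9.65 ± 1.91 to 22.0 ± 1.53 CPM. The most abundant was PPA2, the mitochondrial pyrophosphatase, which rose from 157 ± 14.5 to 344 ± 99.1 CPM, a log2 fold change of 1.13 (SE 0.16, edgeR adjusted p = 0.00653). The long non-coding RNA LINC00996 rose from 6.95 ± 0.578 to 18.1 ± 2.05 CPM. PHLDA1-AS1 lies antisense to PHLDA1 and BEST1 overlaps FTH1 on the other strand, and their values cannot be told from reads of those neighbours with the strand setting unknown.

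Within the same limits, including a mean of at least 100 counts, the largest falls were those of VLDLR, NDRG1, EGLN3, DNAH11, ADM, BNIP3, H3C1, FAT3, PDK1 and SCARNA7. VLDLR, a lipoprotein receptor, fell from 13.4 ± 0.941 to 5.08 ± 1.10 CPM (SD, n = 3 each), a log2 fold change of -1.42 (SE 0.16, edgeR adjusted p = 0.00167). DNAH11, a dynein heavy chain of cilia, and FAT3, a protocadherin, had log2 fold changes of -1.27 (SE 0.16) and -1.07 (SE 0.20), and DNAH11 overlaps CDCA7L on the other strand. H3C1, a histone H3 gene with near-identical copies, fell from 23.6 ± 4.50 to 11.1 ± 1.25 CPM, and SCARNA7, a small RNA of Cajal bodies that lies within KPNA4, fell from 30.3 ± 5.18 to 15.2 ± 3.51 CPM. Without control 1, COL1A2 (edgeR adjusted p = 0.0867), PHLDA1-AS1 (0.126), COL9A2 (0.0725), BEST1 (0.0648), FAT3 (0.0572) and SCARNA7 (0.0545) no longer passed. Without control 2 the same held for PHLDA1-AS1 (0.0663), COL9A2 (0.0572) and BEST1 (0.058), and without control 3 for PHLDA1-AS1 (0.0644).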

### Vitamin C upregulates the expression of TRAIL

One of the most dramatic changes in transcription was *TNFSF10*, which exhibited a ~2.3-fold increase after 3 days exposure to vitamin C. *TNFSF10* encodes the TNF-related apoptosis-inducing ligand (TRAIL), a potent inducer of apoptosis that is a therapeutic target in many types of cancer including breast cancer^18^. 

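TNFSF10 lies on the minus strand of chromosome 3 from 172505508 to 172523475 and rose from 91.1 ± 21.1 CPM (SD, n = 3) in control cells to 171 ± 10.8 CPM (SD, n = 3) after vitamin C treatment. This is a log2 fold change of 0.90 (SE 0.14, edgeR adjusted p = 0.00886), a 1.87-fold increase, and DESeq2 gave 0.89 (adjusted p = 1.41e-08). It passed without each library in turn. Among the 455 genes higher in both tools it had the 78th largest fold, and the 21st among those with a mean of at least 100 counts. Of 16 measured genes of the TRAIL and other extrinsic apoptosis pathways, 3 were higher, none was lower and 13 did not pass (7 higher and 2 lower when adjusted over the list alone). At an unadjusted edgeR p under 0.05, 8 were higher and 3 were lower, and DESeq2 called 5 higher and none lower. Beside TNFSF10, these were FAS, a death receptor, with a log2 fold change of 0.59 (SE 0.13, edgeR adjusted p = 0.0269), and CASP10, an initiator caspase, with 0.52 (SE 0.13, edgeR adjusted p = 0.0388). The TRAIL death receptors TNFRSF10A and TNFRSF10B had log2 fold changes of -0.27 and -0.18, the adaptor FADD 0.07 and CASP8 0.32, and none of the 4 passed. Since the study chose TNFSF10 on these libraries, the list is not independent evidence for that gene, and 2 of its 15 other members were higher.

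Few genes of the mitochondrial route of apoptosis changed. Of 25 genes for BCL2 family members, caspases and their regulators, 2 were lower, none was higher and 23 did not pass (3 lower when adjusted over the list alone). At an unadjusted edgeR p under 0.05 none was higher and 4 were lower, and DESeq2 called none higher and 4 lower. The 2 that fell were MCL1, which restrains apoptosis, from 369 ± 35.8 to 277 ± 14.0 CPM (SD, n = 3 each), and CYCS, encoding the cytochrome c that triggers it, from 403 ± 39.0 to 323 ± 6.14 CPM. Of 20 p53 targets, FAS alone was higher, none was lower and 19 did not pass (2 higher and 3 lower when adjusted over the list alone). At an unadjusted edgeR p under 0.05, 4 p53 targets were higher and 6 were lower, and DESeq2 called 1 higher and 2 lower. Camera gave an adjusted p = 0.0273 for the TRAIL list, 0.0299 for the mitochondrial list and 0.88 for the p53 targets, and with an estimated correlation the TRAIL list had an adjusted p = 0.231 and the mitochondrial list an adjusted p = 0.443. Without TNFSF10, the TRAIL list had an adjusted p = 0.0924. FAS, CASP10, MCL1 and CYCS each lost significance without control 1 (edgeR adjusted p = 0.101, 0.135, 0.087 and 0.141) and without control 2 (0.0804, 0.0767, 0.0709 and 0.108). FAS also did not pass without control 3 (0.0523), vitamin C 1 (0.0701) or vitamin C 2 (0.0544), CASP10 without control 3 (0.0618) or vitamin C 1 (0.119), and CYCS without vitamin C 1 (0.0964), vitamin C 2 (0.065) or with upper-quartile factors (0.0526). In the mitochondrial list the count of lower genes was 0 without control 1 or control 2, 1 without vitamin C 1 or vitamin C 2 and 4 without vitamin C 3. The count of higher genes in the TRAIL list was 1 without control 1, control 2 or vitamin C 1, and 5 without vitamin C 3.

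The paper singles out TNFSF10 from these transcript levels as one of the largest changes. From the function of its product TRAIL as an inducer of apoptosis it reasons that vitamin C might activate apoptosis, and it goes on to measure TRAIL mRNA and protein, to deplete the TETs and to block TRAIL with an antibody. It also added TRAIL protein, which induced apoptosis that the antibody largely prevented. From these experiments with antibody and protein it proposes that TRAIL is the main mediator of the apoptosis.

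**Figure D3:**
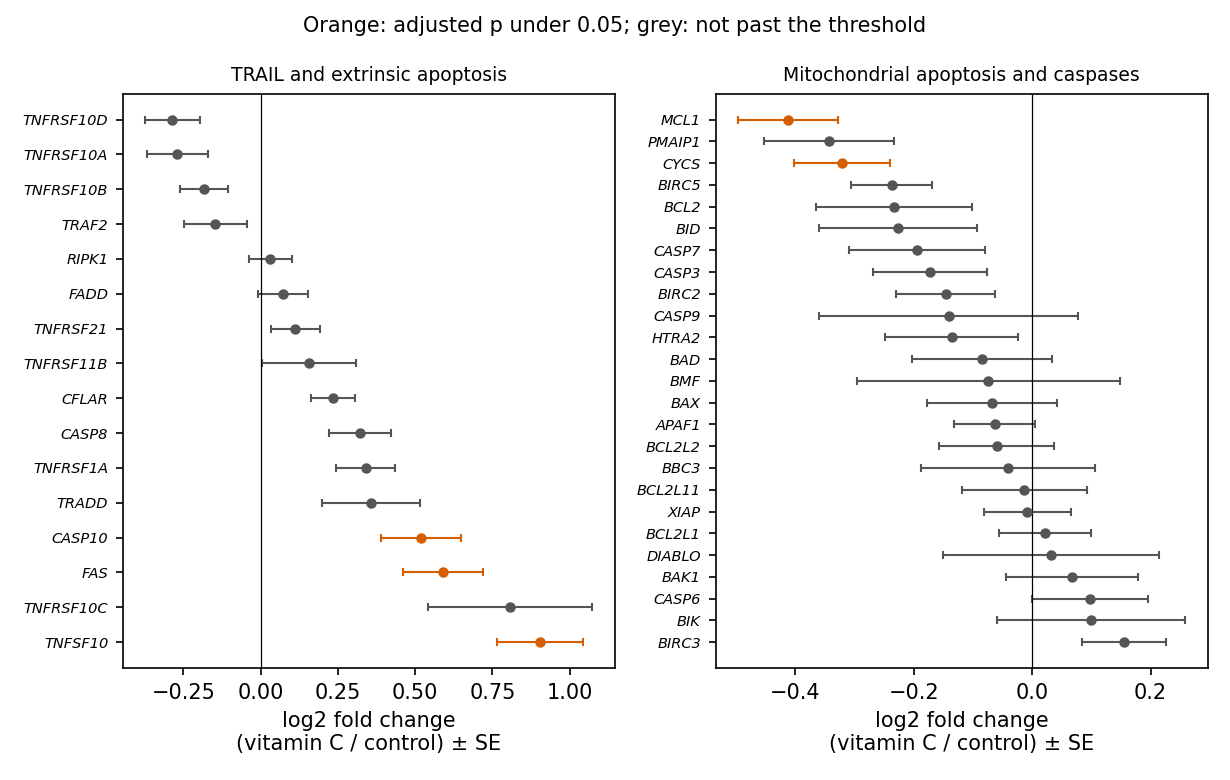
Log2 fold change of vitamin C over control for each measured gene of the TRAIL and extrinsic apoptosis list and of the mitochondrial apoptosis and caspase list. Points are edgeR estimates from 3 wells per group, bars are SE and orange marks an adjusted p under 0.05. TNFSF10, FAS and CASP10 are the orange points above 0, and MCL1 and CYCS those below 0.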

The increased mRNA, protein, and secretion of *TNFSF10* following vitamin C (100 μM) treatment was confirmed in MDA-MB-231 cells (Fig. 4a–c, Supplementary Figure 1). The change in *TNFSF10* expression was consistent with both sodium ascorbate and L-ascorbic acid, but was not observed when the cells were treated with glutathione, a potent antioxidant with no effect on DNA demethylation (Supplementary Figure 2). To further evaluate whether the upregulation of TRAIL results from a vitamin C-stimulated increase in TET-dependent DNA demethylation, we utilized siRNA to knockdown the expression of all 3 TETs (TET1, TET2, and TET3) in MDA-MB-231 cells. In TET-knockdown cells, the TRAIL level was essentially unchanged (*P* > 0.05) by treatment with vitamin C (100 µM). In contrast, the TRAIL mRNA level was significantly increased by the same vitamin C treatment in MDA-MB-231 cells transfected with scramble siRNA (Fig. 4d). Thus, the upregulation of TRAIL expression by vitamin C appears to require the TET-mediated DNA demethylation pathway.

**Figure 4:**
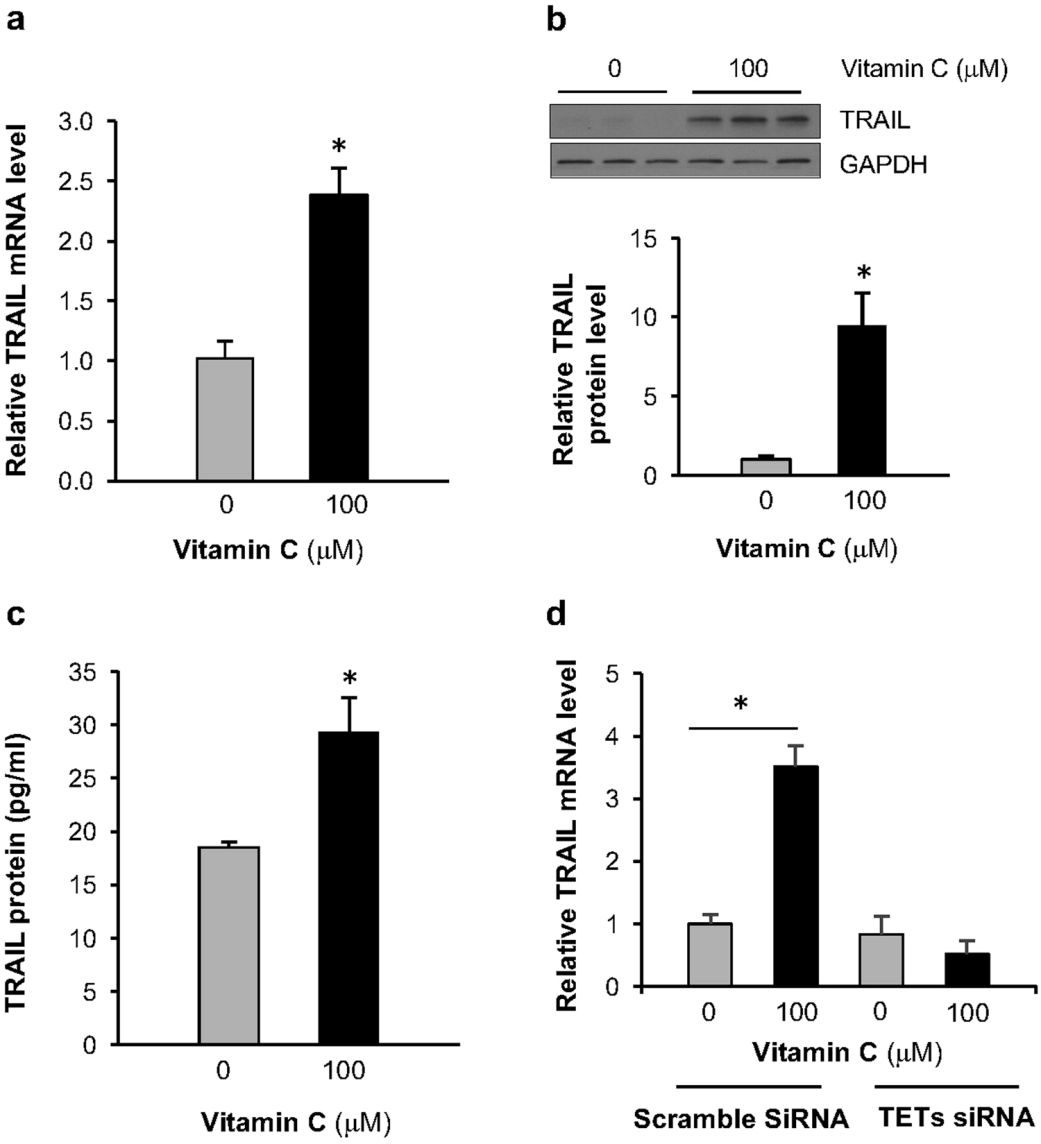
Vitamin C increases the expression of TRAIL. (**a**) The mRNA levels of TRAIL, measured by qRT-PCR, are increased in MDA-MB-231 cells treated for 3 days with 100 µM vitamin C. (**b**) The levels of TRAIL protein are increased, measured by Western blot, in MDA-MB-231 cells treated for 7 days with 100 µM vitamin C. (**c**) The secretion of TRAIL protein is increased, measured by ELISA test, in the culture media of MDA-MB-231 cells treated for 3 days with 100 µM vitamin C. (* indicates P < 0.05). (**d**) MDA-MD-231 cells transfected with scramble RNAi show an increase in TRAIL mRNA when treated with Vitamin C, but when transfected with TETs RNAi, vitamin C treatment does not elevate the TRAIL mRNA levels.

### Vitamin C induces apoptosis by upregulating TRAIL

To avoid the effect of protons released from ascorbic acid, we used sodium ascorbate to test breast cancer cell sensitivity to vitamin C. The EC_50_ value for vitamin C (ascorbate anion) in killing non-malignant breast epithelial cells (EC_50_ = 430 μM for non-malignant MCF-12A cells; EC_50_ = 410 μM for BPE3) was only slightly higher than breast cancer cells (EC_50_ = 330 μM for MCF7 cells; EC_50_ = 340 μM for MDA-MB-231 cells) (Fig. 5a–c). These results suggest that it might not be practical to apply high concentrations of vitamin C by intravenous injections in patients because of toxicity to healthy cells.

**Figure 5:**
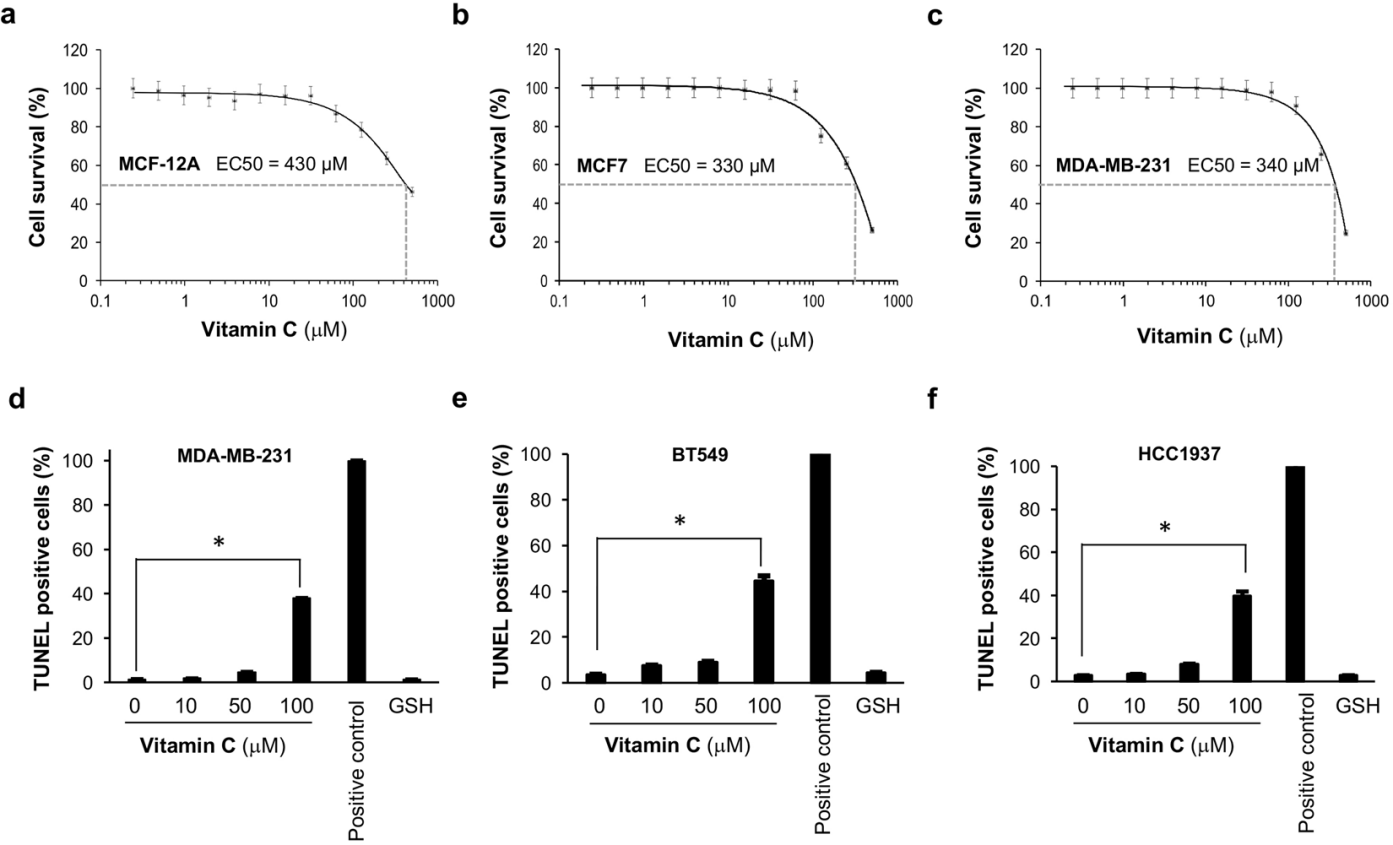
Induction of apoptosis in breast cancer cells by vitamin C. (**a**–**c**) The effect of vitamin C on cell survival shows the EC_50_ is at similar levels for healthy breast epithelium and breast cancer cells. (**d**–**f**) Apoptotic cells were measured in MDA-MB-231, BT549, and HCC1937 cell lines by colorimetric TUNEL assay after treatment with different doses of vitamin C. Vitamin C at 100 μM, but not 10 μM significantly increases apoptosis. In contrast, GSH (100 μM) has no effect on apoptosis.

We next assayed whether levels of vitamin C that are physiologically achievable might exert an antitumor effect. As noted above, vitamin C at 100 μM increases global 5hmC as efficiently as a pharmacological concentration (500 μM) in breast cancer cells *in vitro*. We reasoned that by upregulating TRAIL, vitamin C might activate apoptosis. Treatment with vitamin C at 100 μM for 3 days, but not at lower concentrations, induced apoptosis in MDA-MB-231 cells measured by colorimetric TUNEL assay (Fig. 5d). The induction of apoptosis was then verified in two other breast cancer cell lines BT549 and HCC1937 (Fig. 5e,f). In contrast, glutathione (GSH), a general antioxidant, had no effect on 5hmC generation and did not affect apoptosis of breast cancer cells. To further confirm the induction of apoptosis by vitamin C, breast cancer cell lines including MDA-MB-231, BT549, and HCC1937 were probed for active caspase using poly caspase immunofluorescence staining on live cells. Caspase stained cells increased after 3 days treatment with vitamin C at 100 μM, but treatment at lower concentrations increased apoptosis only minimally (Fig. 6a–d). These results suggest that treatment of breast cells with vitamin C at a physiological concentration induces apoptosis and involves caspase activation. To test if apoptosis induction is TRAIL dependent, MDA-MB-231 cells were treated with an inhibitory monoclonal antibody against TRAIL in MDA-MB-231 cells during vitamin C treatment (100 μM) (Fig. 6e,f). The anti-TRAIL antibody at concentrations of 0.1 and 1 μg/mL significantly reduced apoptosis (*P* = 0.01 and 0.007) in vitamin C treated MDA-MB-231 cells where control mouse IgG did not (Fig. 6e). Furthermore, addition of TRAIL protein (0.1 μg/mL) to the media induced apoptosis in ~75% of MDA-MB-231 cells, but this effect was also largely abolished by addition of anti-TRAIL antibody to the media (*P* = 0.0001, Supplementary Figure 3). These results suggest the induction of apoptosis by vitamin C is primarily mediated by TRAIL.

**Figure 6:**
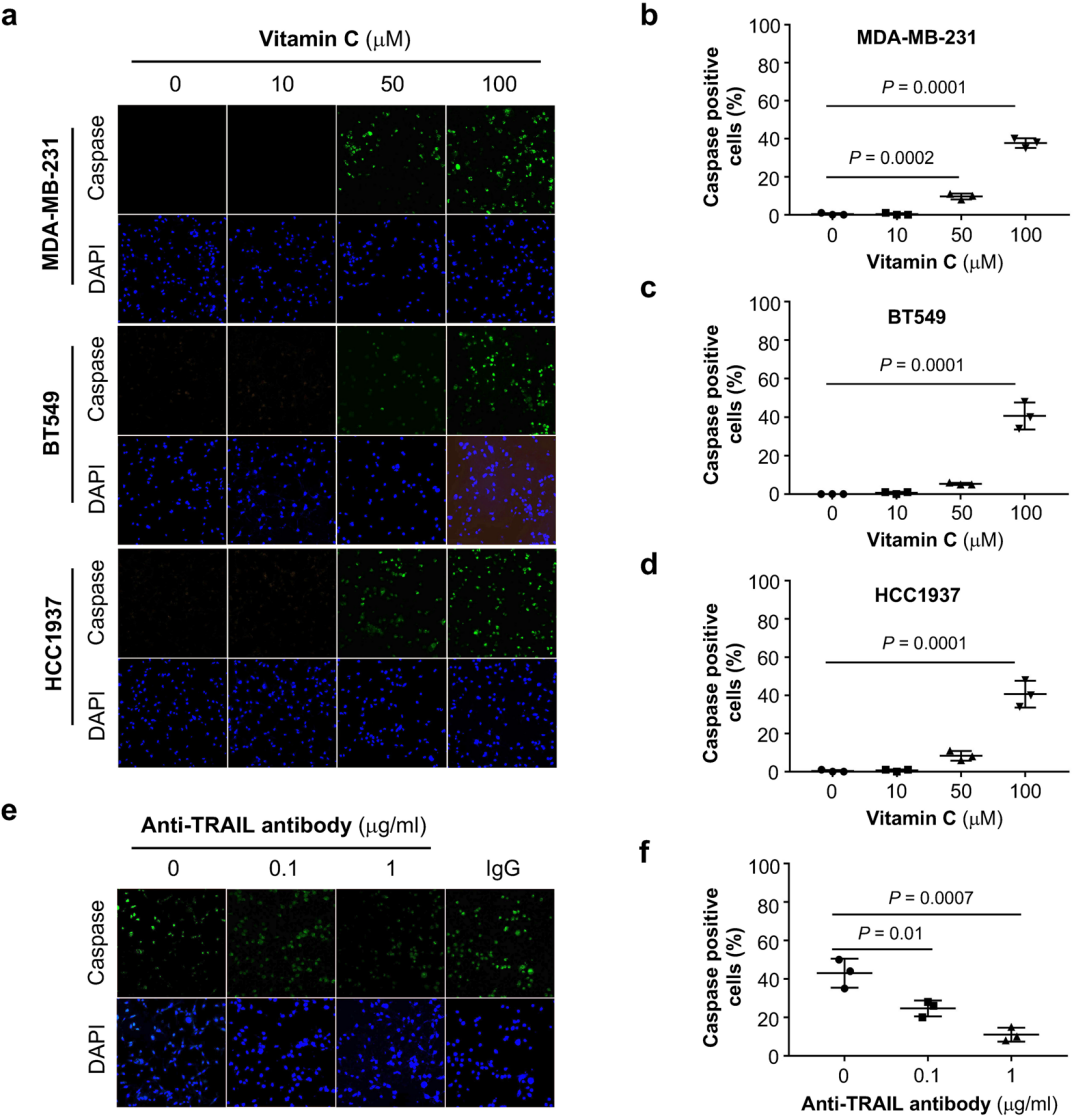
Effect of vitamin C treatment on caspase activation in breast cancer cells. (**a**) Vitamin C treatment at 100 μM significantly enhances poly caspase activation in MDA-MB-231, BT549 and HCC937 cells. (**b–d**) Quantification of caspase active cell in MDA-MB-231, BT 549, and HCC1937 cells. (**e**) Anti-TRAIL antibody blocks caspase activation in MDA-MB-231 cells treated by vitamin C (100 μM). (**f**) Quantification showing a significant decrease in caspase active cells when anti-TRAIL antibody is applied to vitamin C treated cells.

Binding of TRAIL to its receptors triggers apoptotic pathway activation by recruiting Fas-associated protein with death domain (FADD), which in turn recruits Caspases and initiates the canonical apoptosis pathway. An alternative signaling pathway can also be triggered in some cells, where caspases, by activating Bax and releasing cytochrome C in mitochondria, amplify the apoptotic signal^19^. In MDA-MB-231 cells, active Bax was increased by vitamin C treatment while the total Bax remained largely unchanged (Fig. 7a,b). Furthermore, vitamin C treatment also reduced the anti-apoptotic regulator BcL-xL (Fig. 7c) and enhanced cytochrome C release in MDA-MB-231 cells (Fig. 7d). These results suggest that vitamin C induces apoptosis in breast cancer cells by increasing the expression of TRAIL, which activates Bax and caspases, reduces available Bcl-xL, and releases cytochrome c.

**Figure 7:**
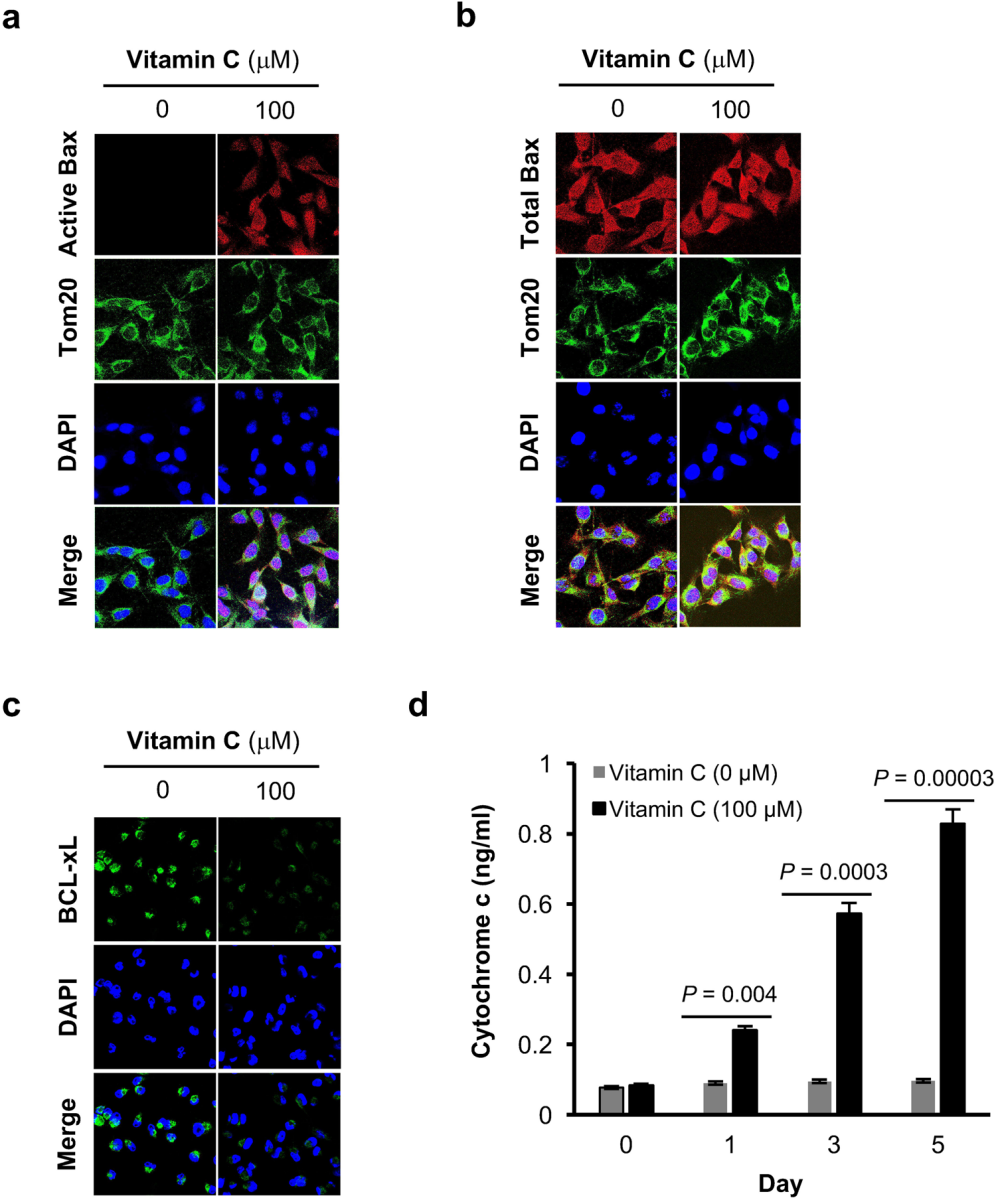
Vitamin C activates Bax, reduces BcL-xL, and increases cytochrome C release in breast cancer cells. (**a**) Immunofluorescence shows that vitamin C treatment induces active Bax protein in MDA-MB-231 cells. (**b**) Vitamin C has no effect on total Bax level in MDA-MB-231 cells shown by immunofluorescence. (**c**) Immunofluorescence shows vitamin C treatment diminishes BcL-xL in MDA-MB-231 cells. (**d**) Time course study shows cytochrome C release in response to vitamin C treatment in MDA-MB-231 cells.

## Discussion

Epidemiological studies have shown an inverse association between dietary vitamin C intake and the recurrence or mortality of breast cancer. For instance, Greenlee *et al*. reported that frequent use of vitamin C supplements is associated with a decreased risk of breast cancer recurrence^20^.

Nechuta *et al*. reported that vitamin C use shortly after breast cancer diagnosis is associated with reduced mortality and recurrence risk by investigating a cohort of 4,877 women aged 20 to 75 years diagnosed with invasive breast cancer^21^. Other studies also support the benefits of vitamin C supplementation in reducing the risk, recurrence, and mortality of breast cancer^22–24^. Possibly due to the fact that dietary vitamin C is difficult to control quantitatively in human subjects (especially in control groups), the effect of vitamin C on breast cancer has not been consistent in all published studies^25^. The reasons that some studies showed “mixed or minimal benefit” of vitamin C breast cancer prevention and treatment could include the following: 1) Vitamin C supplements in treatment groups can easily be confounded by consumption of vitamin C-rich fruits and vegetables in control/placebo groups; 2) Most studies examined vitamin C consumption by questionnaire or other indirect self-report methods^25^, but did not verify effects of vitamin C levels in breast tissues or serum directly; 3) The effect of vitamin C can be complicated by other antioxidants or micronutrients. Even with these difficulties, recent meta-analyses of observational studies indicate a potential benefit of vitamin C in breast cancer survivors. One meta-analysis of epidemiological observational studies showed that higher plasma levels of vitamin C are associated with a reduced breast cancer risk^26^. Another meta-analysis (n = 17,696 breast cancer patients) showed a statistically significant association between the use of vitamin C supplements and reduced breast cancer mortality^27^. Animal experiments with the advantage to control diet tightly showed that vitamin C supplements inhibit the growth and metastasis of 4T1 murine breast cancer tumorgrafts in gulonolactone oxidase knockout (Gulo^−/−^) mice^28^, which like humans cannot synthesize vitamin C *de novo*. However, the mechanistic role of vitamin C in breast cancer treatment is not fully understood.

Different molecular mechanisms have been proposed to underlie the role of vitamin C in cancer prevention and treatment, including decreased delivery of damaging reactive oxygen species to the cell, decreased metastatic cell invasion due to enhanced collagen crosslinking in the extracellular matrix, and altered gene expression through degradation of hypoxia-inducible factors^29^. While pharmacological levels of vitamin C have been suggested as a form of cancer therapy, the EC_50_ values of vitamin C for induction of cell death were similar in immortalized non-transformed breast epithelial cells and the breast cancer cell lines tested, suggesting that very high vitamin C levels might kill both normal breast and cancer cells at least *in vitro*.

In contrast to prior studies, the present work has focused on the epigenetic regulatory role played by vitamin C in DNA demethylation, and how it may pertain to cancer treatment. Cellular 5hmC is relatively high in normal breast epithelial but decreases during malignant breast cancer progression^3–6^. The global loss of 5hmC could change genomic stability and genome-wide transcription, leading to a cascade that drives phenotypic transformation from normal breast epithelial cells to breast cancer. A means to slow, block, or even reverse the loss of 5hmC during malignant progression may ultimately open a new avenue for breast cancer prevention and treatment. Our comparison of gene expression in breast cancers and corresponding healthy breast tissue from the same patients revealed that the vitamin C transporter SVCT2 is downregulated in a majority of breast cancer cases from the TCGA dataset. Notably, TET expression was not consistently lost and indeed expression of the 3 TETs was variably increased in cancers compared to healthy breast cells. Since vitamin C is a cofactor for TETs and enhances 5hmC generation^11–15^, supplementation of vitamin C might compensate for the decreased SVCT2 expression and oppose the loss of 5hmC in breast cancer.

We show here that vitamin C at a physiological level (100 µM) dramatically increases 5hmC content in MDA-MB-231 breast cancer cells. Pharmacological levels of vitamin C are not required to increase the generation of 5hmC in the cancer cells. Thus, our *in vitro* work evaluated the epigenetic effects of vitamin C at 100 μM, a concentration readily achieved in human plasma using diet and dietary supplements.

The upregulation of global 5hmC in MDA-MB-231 cells by vitamin C treatment shifted the transcriptome of MDA-MB-231 cells and induced apoptosis. This pro-apoptotic effect of physiological vitamin C was also observed in two additional breast cancer cell lines. The induction of apoptosis by vitamin C involved and required the upregulation of TRAIL, which was one of the most significantly altered transcriptional changes observed in vitamin C-treated breast cancer cells. The increase in TRAIL expression by vitamin C correlates with the increase of 5hmC and is TETs-dependent, since knocking down TETs abolished the effect of vitamin C on TRAIL. Vitamin C treatment, mediated by TRAIL, induces apoptosis by activating Bax and caspases, decreasing Bcl-xL, and releasing cytochrome C. The effect of vitamin C at achievable physiological levels to induce breast cancer cell apoptosis by inducing TRAIL via the TET-mediated DNA demethylation warrants further preclinical and clinical evaluation as a means to prevent and treat breast cancer.

## Methods

### Cell culture and treatments

Human breast cell lines including MDA-MB-231, MCF7, ZR751, BT549, HCC1937 and human breast epithelial cell line MCF-12 were purchased from ATCC. The immortal, non-tumorigenic breast epithelial cell line (BPE3), derived from a healthy human subject, was obtained from Dr. Tan Ince (University of Miami). These cell lines were cultured in DMEM media (Sigma-Aldrich, St. Louis, MO). After seeding in 6-well plates for 24 hours, cells were treated with vitamin C (sodium ascorbate) (Sigma-Aldrich) or Glutathione (GSH, Merck Millipore, Billerica, MA) at different concentrations for varying durations. Each treatment group consisted of three wells for every experiment. Each experiment was repeated at least three times.

### Dot-blot assay

Genomic DNA was extracted from cultured MDA-MB-231 cells using QIAamp DNA mini kits (Qiagen) according to the manufacturer’s instructions. A Qubit Fluorometer (Thermo Fisher Scientific) was used to quantify the DNA. The dot-blot procedure followed methods used in our prior studies^11^. Briefly, DNA samples were diluted with 2 N NaOH and 10 mM Tris·Cl, pH 8.5, then loaded on a Hybond N + nylon membrane (Roche Diagnostics, Mannheim, Germany) using a 96-well dot-blot apparatus (Bio-Rad, Hercules, CA). After baking at 80 °C for 30 min and blocking with 5% non-fat milk for 1 hour at room temperature, the membrane was incubated in a polyclonal anti-5hmC antibody (1:10,000 dilution, Active Motif, Carlsbad, CA) at 4 °C overnight. 5hmC was visualized by chemiluminescence using ECL substrate (Thermo Fisher Scientific). The dots signal densities were captured by AlphaImager. To ensure equal loading, membranes were stained with methylene blue post-immunoblotting. Statistical significance of differences in 5hmC content between different treatments were assessed by Student *t* test, at α = 0.05.

### RNA-seq

MDA-MB-231 cells cultured in 6-well plates were treated with or without vitamin C (100 μM) for 3 days. The medium was changed daily before each treatment to avoid the accumulation of vitamin C. Total RNA was then extracted from the cells using the RNeasy Mini Kit (Qiagen). A Bioanalyzer 2000 was used to measure the quality of RNA (Agilent, Santa Clara, CA). All samples’ RNA integrity numbers (RIN) were above nine. Whole transcriptome sequencing was carried out at the Sequencing Core of John P. Hussman Institute of Human Genomics at the University of Miami using the Epicentre Ribo-Zero Human/Mouse/Rat kit (Epicentre, Madison, WI). Briefly, after ribosomal RNA (rRNA) was depleted, sequencing libraries were constructed following the standard Illumina protocols and were then processed by a Hiseq. 2000 sequencing system (125 bp paired-end reads, 4 samples per lane; Illumina, San Diego, CA). Raw read data was first run through quality control metrics using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequence reads were aligned to the human transcriptome (GRCh38, Ensembl.org) and quantified using the STAR aligner^30^. Statistical significances were determined using 2 different differential expression calculators: edgeR and DESeq. 2^31,32^. To reduce false positives, only genes with an adjusted *P*-value below 0.05 across both methods were considered differential.

### Cell proliferation assay

MDA-MB-231, MCF7, and MCF-12A cells were maintained in culture flasks at 37 °C with 5% CO_2_. The cells were seeded in white bottom 384-well plates (Thermo-scientific) at a density of 5 × 10^2^ cells per well in 25 μL medium and were allowed to attach and grow for 24 hours. Afterwards, a 5 μL solution of different concentrations of sodium vitamin C were added to each well in order to generate dose response curves from a 10-point 1:3 dilution series starting at a nominal test concentration of 0.1 μM. Each concentration was repeated in triplicate. The cells were incubated for 72 hours and then live cell counts were measured by CellTiter-Glo assay (Promega, Madison, WI) following manufacturer’s protocol. The Envision Multi-label Reader (Perkin Elmer, Waltham, MA) was used to measure the luminescence produced by the live cells. For each concentration of vitamin C, percent cell survival was plotted. The reported EC_50_ values were generated from fitted curves by solving for the X-intercept value at the 50% inhibition level of the Y-intercept value.

### Apoptosis assay

Breast cancer cells (MDA-MB-231, BT549, HCC1937) were seeded in 24 well plates with coverslips and treated with sodium ascorbate (Sigma-Aldrich St. Louis MO) at different concentrations for 5 days. Glutathione (GSH) was also used to treat cells in a control experiment at a concentration similar to the highest concentration of vitamin C. Apoptotic cells were detected at the end of the treatment utilizing the following two different techniques: (1) colorimetric TUNEL was measured by an *in situ* apoptosis detection kit (Trevigen, Gaithersburg, MD); and (2) Caspase activation was evaluated by incubating cells with FAM/FLICA Poly Caspase Detection Reagent (Biorad, Hercules, CA) per vendor’s protocol prior to imaging. Anti-TRAIL monoclonal antibody at different concentrations was added to block the effect of vitamin C on apoptosis. Caspase activity in each well was imaged using a 2D fluorescent microscope system and analyzed with ImageJ. All experiments were repeated at least 3 times.

### RNAi sequences and transfection

RNA interference (RNAi) sequences directed against human TET1 (5′-CUUUAAUGGCUGUAAGUUU-3′), human TET2 (5′-GCCUUGAGCAGUAAUAUU-3′), human TET3 (5′-AGGCCAAGCUCUACGGGAA-3′), nontarget scramble (5′-GCCUUGAGCAGUAAUAUUU -3′), were designed and synthesized by Dharmacon (Lafayettte, CO). Prior to RNAi transfection, MDA-MB-231 cells were plated in growth medium without antibiotics at 30 to 50% confluence. Transfection of RNAi sequences (10 nM concentration for each TETs, 30 nM total final concentration) was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA), as specified by Invitrogen. Cells were maintained for 5 days (transfected on Day 0 and Day 3). Media was changed 6 hours after transfection to eliminate the toxic effects of transfecting reagents.

### Quantitative real-time RT-PCR

RNA was extracted from cultured BPE3 cells and 4 lines of breast cancer cells using RNeasy kits Qiagen, Hilden, Germany). A nanodrop 8000 spectrophotometer was used to measure the yield of RNA extraction (Thermo-Fisher Scientific, Waltham, MA). The qScript Flex (Quanta Biosciences, Beverly, MA) was used for reverse transcription (RT) according to the manufacturer’s instructions. Quantitative real-time RT-PCR (qRT-PCR) was performed in triplicate on an Applied Biosystems 7900HT using the PerfeCTa SYBR Green Fast Mix ROX (Quanta Biosciences) master mix with 10 μl reaction and 100 ng of cDNA. All primers were designed to span introns (Supplementary Table 2). The transcripts amplification results were analyzed with the Applied Biosystems software (SDS 2.4), and all values were normalized to the levels of the GAPDH using the 2^−(ΔΔCt)^ method. Statistical significance of differences in expression levels between BPE3 cells and various breast cancer cell lines, or between MDA-MB-231 cells treated with or without vitamin C were assessed by Student *t* test, at α = 0.05.

### Immunoblot

Total protein extracted from MDA-MB-231 cells was loaded onto a 4–15% gradient polyacrylamide gel (Bio-Rad) and then transferred to a PVDF membrane (Bio-Rad). After being blocked by 5% non-fat milk for 1 h at room temperature, the membrane was incubated in rabbit anti-TRAIL monoclonal antibody (1:1,000, Cell Signaling Technologies, Danvers, MA) at 4 °C overnight. TRAIL was visualized by chemiluminescence using ECL substrate (Thermo Fisher Scientific). To ensure equal loading, the membrane was stripped and reprobed by mouse anti-GAPDH monoclonal antibody (1:1,000, Santa Cruz Biotechnology, Dallas, TX) and visualized by chemiluminescence. The densities of the bands were captured by ImageJ and TRAIL levels were normalized to GAPDH. Statistical significance of differences in TRAIL content between different treatments were assessed by Student *t* test, at α = 0.05.

### ELISA

Conditioned cell culture media was removed after three days of incubation with MDA-MB-231 cells. Vitamin C was added at 100 μM only at the initial treatment. Total levels of TRAIL protein in cell culture media were measured using ELISA test kits (R&D Systems, Minneapolis, MN) according to the manufacturer’s instructions. Briefly, 150 μl of cell supernatant was added to each well and incubated overnight at 4 °C with gentle shaking. Wells were aspirated and washed and then incubated with TRAIL conjugate for 2 hours at room temperature. Wells were again washed and incubated with substrate for 30 minutes at room temperature. Following addition of stop solution to curtail development of substrate, plates were read at 450 nm with wavelength correction at 570 nm. Statistical significance of differences in TRAIL content between different treatments was assessed by Student *t* test, at α = 0.05.

### Quantification of Cytochrome C

MDA-MB-231 cells were treated with vitamin C (100 μM) for 1, 3 or 5 days. Equal number of cells (1.5 × 10^6^) were collected from each treatment point and Cytochrome c was measured using Cytochrome c Human ELISA kit (abcam, Cambridge, UK). For control (0 days), cells were collected immediately after adding vitamin C.

### Immunofluorescence

MDA-MB-231 cells were seeded in 6-well culture dishes with coverslips for 24 hours before treatment. After completion of treatment, coverslips with cells were washed three times with cold PBS. The cells were fixed for 10 minutes at room temperature with 4% paraformaldehyde in PBS, permeabilized for 5 minutes with 0.2% Triton X-100 PBS, and blocked by 5% BSA. The cells were then incubated with the primary antibodies (Active Bax: 6A7 (Santa Cruz, Dallas, TX), Total Bax: Bax (2D2) (Santa Cruz, Dallas, TX), and Bcl-xL: 2762 (Cell signaling, Danvers, MA) at 1:50 dilution in PBS over night at 4 °C, followed by the secondary antibodies at 1:250 dilution in PBS for another hour. Each step was preceded by three washes in PBS. To stain the nucleus, cells were incubated with 40 µg/ml 4′,6-diamidino-2-phenylindole (DAPI) for 20 minutes at room temperature. The coverslips were then mounted on glass slides and examined at room temperature with a Zeiss LSM 710 confocal laser scanning microscope. Images were processed with the help of Merge-color application of NIH ImageJ software.

### Statistical analysis

All data were normalized to inner controls, such as GAPDH expression level. Data were presented as mean ± standard error of the mean (S.E.M.). Statistically significant changes amongst treatments were assessed by Student *t* tests at α = 0.05.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Vitamin C promotes apoptosis in breast cancer cells by increasing TRAIL expression
**Source:** Sci Rep. 2018 Mar 28;8:5306. doi: 10.1038/s41598-018-23714-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Vitamin C promotes apoptosis in breast cancer cells by increasing TRAIL expression**

David W. Sant^1*^, Sushmita Mustafi^1*^, Christopher B. Gustafson^1^, Joshua Chen^1^, Joyce M. Slingerland^2,3^, Gaofeng Wang^1, 3§^

**Supplemental Table 1. Differentially expressed genes in MDA-MB-231 cells caused by vitamin C treatment**

| **Symbol** | **Gene** | **Major Function** | **RNA-seq (edgeR)** | |  | **qRT-PCR** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Fold** | ***P* value** |  | **Fold** | ***P* value** |
| TNFSF10 | Tumor Necrosis Factor (Ligand) Superfamily, Member 10 | apoptosis | 1.87 | 9.3 x 10^-7^ |  | 2.18 | 0.0018 |
| CYP1B1 | Cytochrome P450, Family 1, Subfamily B, Polypeptide 1 | drug metabolism | 1.93 | 3.3 x 10^-19^ |  | 1.96 | 0.0361 |
| TFRC | Transferrin Receptor | iron transportation | 0.69 | 0.0001 |  | 0.53 | 0.0242 |
| PGK1 | Phosphoglycerate Kinase 1 | angiogenesis | 0.64 | 1.3 x 10^-8^ |  | 0.60 | 0.0075 |
| BNIP3 | BCL2/Adenovirus E1B 19kDa Interacting Protein 3 | apoptosis | 0.44 | 1.4 x 10^-26^ |  | 0.59 | 0.0342 |
| NDRG1 | N-Myc Downstream Regulated 1 | cell growth and differentiation | 0.39 | 4.0 x 10^-13^ |  | 0.37 | 0.0006 |
| BNIP3L | BCL2/Adenovirus E1B 19kDa Interacting Protein 3-Like | apoptosis | 0.63 | 6.4 x 10^-6^ |  | 0.62 | 0.0303 |
| ADM | Adrenomedullin | angiogenesis | 0.42 | 1.2 x 10^-19^ |  | 0.54 | 0.0052 |
| PDK1 | Pyruvate Dehydrogenase Kinase, Isozyme 1 | homeostasis of carbohydrates | 0.50 | 1.1 x 10^-16^ |  | 0.49 | 0.0094 |
| HK2 | Hexokinase 2 | glucose metabolism | 0.51 | 5.5 x 10^-7^ |  | 0.46 | 0.0051 |

**Supplemental Table 2. Primers for quantitative real-time RT-PCR**

| **Gene** | **Forward (5′→3′)** | **Reverse (5′→3′)** |
| --- | --- | --- |
| TET1 | AATGGAAGCACTGTGGTTTG | ACATGGAGCTGCTCATCTTG |
| TET2 | AATGGCAGCACATTGGTATG | AGCTTCCACACTCCCAAACT |
| TET3 | GAGGAGCGGTATGGAGAGAA | AGTAGCTTCTCCTCCAGCGT |
| SVCT1 | TCATCCTCTTCTCCCAGTACCT | AGAGCAGCCACACGGTCAT |
| SVCT2 | TCTTTGTGCTTGGATTTTCGAT | ACGTTCAACACTTGATCGATTC |
| TNFSF10 | GCTGAAGCAGATGCAGGACAAG | GCTGACGGAGTTGCCACTTGAC |
| CYP1B1 | CTCACCGACCCCCAGTCTCA | GTTTAGCGGCCAAGGGTCGT |
| TFRC | CGGAGGACGCGCTAGTGTTC | GCCGGTGAAGTCTGTGCTGT |
| PGK1 | CTTGGAGAGCCCAGAGCGAC | CACAGTCCAAGCCCATCCAGC |
| BNIP3 | TCTCACTGTGACAGCCCACCT | CGGCCGACTTGACCAATCCC |
| NDRG1 | CTCCCAGCCGGCCAAGCT | GGTGCCATCCAGAGAAGTGACGCTG |
| BNIP3L | GTTGTGTTGCTGCCTGAGTGC | AGCTCCACCCAGGAACTGTTG |
| ADM | ACGGAAACCAGCTTCATCC | GCCAGTGGGACGTCTGAG |
| PDK1 | GGCAAAGGAAGTCCATCTCATCG | GCTGTCCTGGTGATTTTGCATTTAGTTC |
| HK2 | GACCAAGTGCAGAAGGTTGACCAG | GTACCTGTCCCATCTGGAGTGG |
| GAPDH | TGGACCTGACCTGCCGTCTA | CCCTGTTGCTGTAGCCAAATTC |

**Supplementary Figure 1**

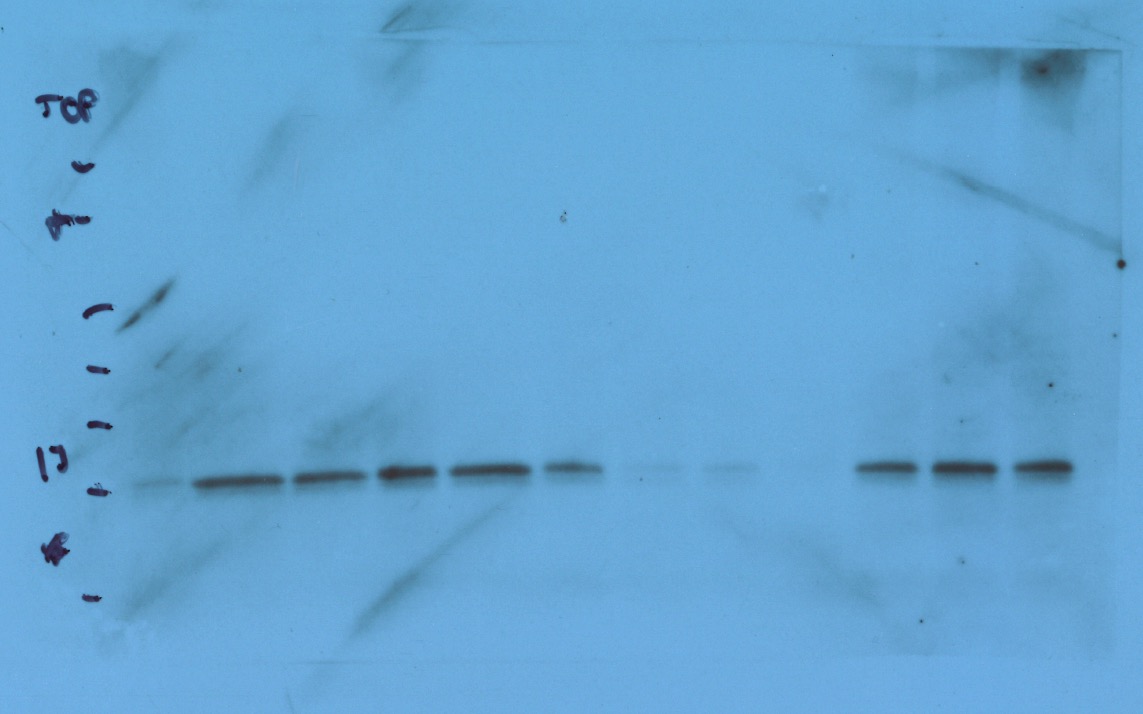

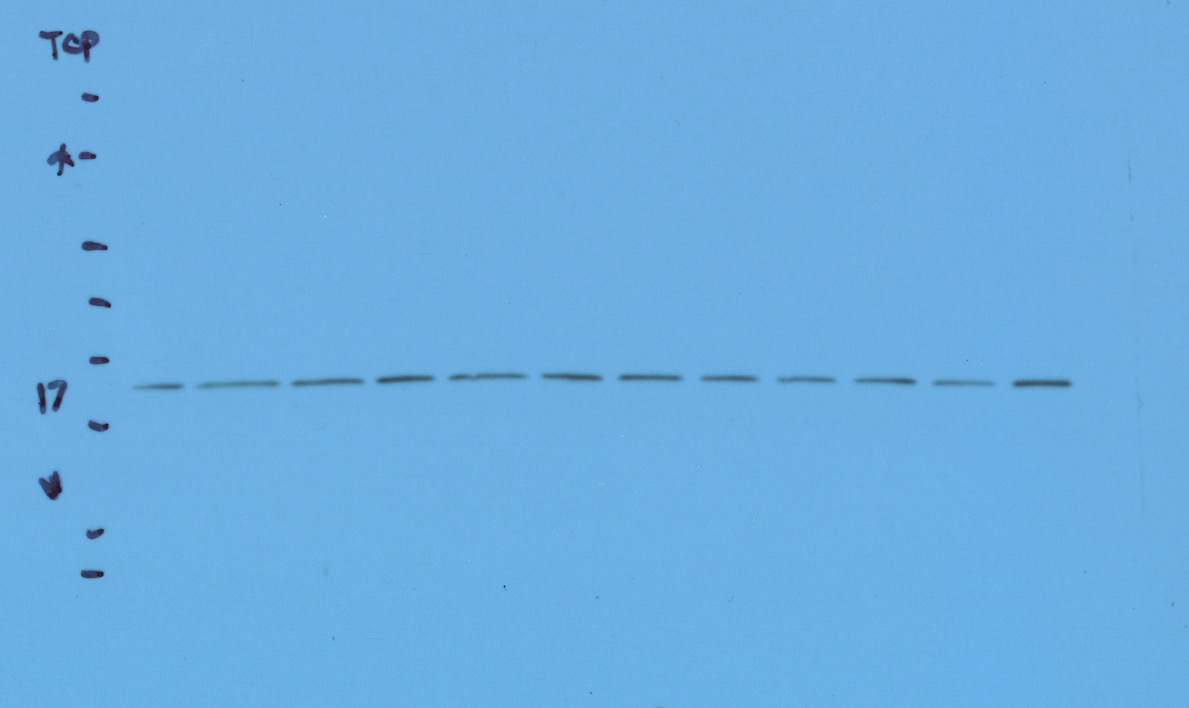

0

Vitamin C (μM)

TRAIL

GAPDH

100

0

Vitamin C (μM)

100

0

Vitamin C (μM)

100

GAPDH (~36kDa)

TRAIL (~30kDa)

**A**

**B**

**Supplementary Figure 1.** Immunoblot membrane images of TRAIL expression in MD-MBA-231 cells treated with (100 μM) or without vitamin C. The cropped images are shown in **Figure 4b**. The others lanes are irrelevant to vitamin C experiment presented here. **(A)** Immunoblot membrane was probed with anti-TRAIL primary antibody and was imaged on X-ray film. Note that lanes 1-6 of the membrane were for an unrelated experiment. **(B)** Immunoblot membrane was re-probed with anti-GAPDH primary antibody and was imaged on X-ray film. Note that lanes 1-6 of the membrane were for an unrelated experiment.

**Supplementary Figure 2**

**
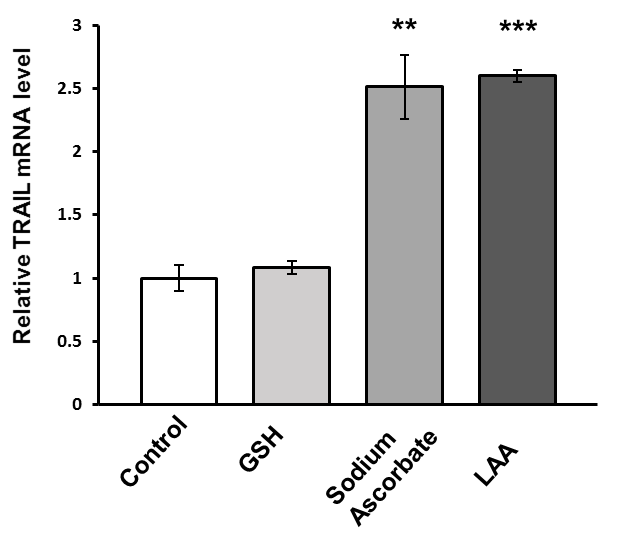
**

**Supplementary Figure 2. Vitamin C, not glutathione, increases the expression of TRAIL.** The mRNA levels of TRAIL measured by qRT-PCR are increased in MDA-MB-231 cells treated for 5 days with 100 µM sodium ascorbate or 100 µM L-ascorbic acid, but not with 100 µM glutathione (GSH) compared to non-treated controls. (** *P* < 0.01, *** *P* < 0.001).

**Supplementary Figure 3**

**
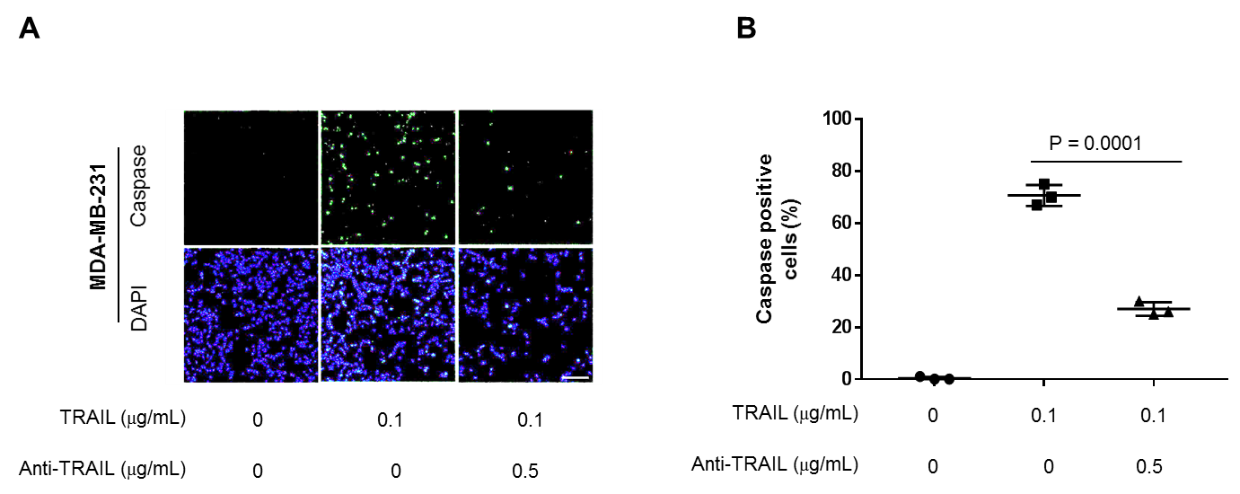
**

**Supplementary Figure 3. TRAIL protein induces apoptosis.** Caspase staining **(A)** and quantification **(B)** show that addition of TRAIL protein (0.1 μg/mL) to the cell culture media induced apoptosis in ~75% of MDA-MB-231 cells, but this effect was largely abolished by the addition of anti-TRAIL antibody to the media (*P* = 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

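RNA-seq was analysed for 6 libraries of MDA-MB-231 cells, 3 from wells without added vitamin C and 3 from wells treated with 100 μM vitamin C for 3 days. The mapping of libraries to groups and replicate numbers came from the sample labels and the paper's methods, which gave the same groups. According to the submitters' processing notes, base calls came from CASAVA 1.4, reads were trimmed with Trim Galore and aligned with STAR to build hg38. The authors deposited raw counts of reads per Ensembl gene for each library, with no normalization. The STAR version, the Ensembl release and the strand setting are not given in the sources used here. Each file also held 4 summary lines, for unmapped, multimapping, unassigned and ambiguous reads, which were left out of library sizes and tests. These lines held 50.6% to 69.7% of the read pairs of a library.

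Gene symbols, types and positions came from GENCODE 44 on GRCh38, in which 56558 of 60675 identifiers were found. These held over 99.7% of the gene counts in every library. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, the filterByExpr filter with a minimum count of 10, and the quasi-likelihood F test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. TMM factors ranged from 0.972 to 1.02. DESeq2 1.42.0 with its default Wald test was run on the 33769 genes with at least 1 count, as the paper counts a gene only when both tools give an adjusted P below 0.05. A DESeq2 adjusted p that was not given was left out. The biological coefficient of variation was 9.40%, so that with 3 wells per group modest changes of well-counted genes are detectable. On simulated data made from the means and library sizes of the vitamin C against control comparison, 200 genes with a mean of at least 100 counts were changed. Over 15296 genes edgeR recovered 82.1% of 1.5-fold changes and 100% of 2-fold and of 3-fold changes, with 21 false calls among 209. Over 31376 genes DESeq2 recovered 83.6%, 100% and 100%, with 18 false calls among 207.

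Before the data were examined, 22 gene lists, the tests, the alternatives and the rule for named genes were fixed. The rule names every gene the paper names for these cells or this pathway, for 10 of which the values in Supplementary Table 1 had been seen. It also names the 10 largest rises and the 10 largest falls among genes called by both tools with a gene symbol, a mean of at least 100 counts and no overlap between wells of the groups. In each list it names up to 4 called members with the smallest edgeR p, or the most abundant members where none was called. PKM, HIF1A, EPAS1, ARNT, KDM3A, PLOD2, ALKBH5, TNFRSF10A, TNFRSF10B, CASP8, RSAD2 and SOD1 lie outside that rule and were chosen after their values were seen. The values of 1 gene that the rule names are not reported here. Lists were tested with limma 3.58.1 by camera on voom values with a preset correlation of 0.01, adjusted over the 22 lists. With the correlation estimated for each list, no list had an adjusted p under 0.05. Principal components used log2 CPM with a prior count of 2.

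Alternatives were other normalization factors, filters, edgeR tests, DESeq2 and limma-voom as the tool, other thresholds, a block for the replicate number, each library left out in turn, and other list tests. After the data were seen, a correction for GC content and transcript length, thinning of every library to the shallowest, and leaving out control 1 and vitamin C 2 together were added. Replicates were compared before averaging, and in each pair the counts differed by more than sampling noise (chi-square per degree of freedom 5.07 to 25.2). A deposited table of all samples held the same counts as the files of single libraries and was not used. The DNA hydroxymethylation, qRT-PCR, protein and apoptosis measurements of the paper were not analysed here.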

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

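The tests of GC content and transcript length were chosen after the results were seen, the thinning was added after the data were seen but before its own result, and the GC and length correction was fitted again on genes above 4 log2 CPM because a first fit on genes above 1 log2 CPM left a correlation with length of 0.0896 across genes. Before correction, log2 fold changes correlated across 7861 genes at 0.203 with GC content and at 0.155 with length. The correlation with length computed for each library was -0.0653, -0.0855 and -0.269 in control 1, 2 and 3. It was 0.172, 0.146 and 0.0111 in vitamin C 1, 2 and 3, so the length trend ran along with treatment. For GC content the values were -0.292, -0.227 and 0.173 in the controls and 0.136, 0.142 and 0.121 in the vitamin C libraries. After the correction, 829 of the 1080 edgeR calls were kept, 251 were lost and 177 were gained.

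Lower transcripts of hypoxia-induced genes went with a rise of the mRNA of a hypoxia-inducible factor subunit. The paper reports some of these genes among its 10 and does not treat them as a group or report this mRNA. Of the 27 other hypoxia-induced genes, 15 were lower, 1 was higher and 11 did not pass (adjusted p = 0.112 with an estimated correlation), while HIF1A rose from 842 ± 51.4 to 1368 ± 61.1 CPM (SD, n = 3 each), a log2 fold change of 0.70 (SE 0.08, edgeR adjusted p = 0.00156), and passed without each library in turn. The other subunits measured did not pass, with log2 fold changes of 0.08 for EPAS1 (edgeR adjusted p = 0.567) and 0.15 for ARNT (edgeR adjusted p = 0.212). After the correction for GC content and transcript length 28 of the 28 lower genes of the glycolysis and hypoxia lists were still lower, with a median log2 fold change of -0.67 against -0.66, and with every library thinned to the shallowest 27 were, which argues against both as the whole cause. Other splits of the 6 libraries called at most 0 of these genes one way against 28 in 1 split, the real one, and 10 splits are too few for a share under 0.05. A biological hypothesis that these values may fit, and that the paper's discussion names among proposed actions of vitamin C, is that added ascorbate, a cofactor of the prolyl hydroxylases that mark the HIF1A protein for degradation, lowered HIF activity. It was not tested, since HIF1A protein was not measured in these data, which would be needed to decide it, and differences between wells such as cell density or medium stay open.

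Of 30 ribosomal protein genes, 9 were lower, 1 was higher and 20 did not pass, and of 10 replication-dependent histones 4 were lower and 6 did not pass (adjusted p = 0.112 and 0.231 with an estimated correlation). After the correction for GC content and transcript length 11 of these 13 were still lower, and 12 were after thinning. The median log2 fold change shrank under the correction to -0.37 (median SE 0.09), against -0.44 (median SE 0.10) before it. A difference in depth therefore does not account for all of these calls. Members of these lists had a median annotated transcript length of 1917, against 3429 over all tested genes. The length of the RNA sequenced was not measured, so the correction cannot exclude a length bias in these genes. No ribosomal protein gene was called lower without control 1 or without control 2, and the histone count was then 1 and 2. The real split called 13 lower and the other 9 splits at most 0, with 10 splits too few for a share under 0.05. Reads shared with pseudogenes and gene copies were not tested, and no biological explanation was tested.

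Among long non-coding RNAs, edgeR called 63 higher and 16 lower, or 3.94 higher for each one lower. The ratio was 6.08 (79 and 13) after the correction for GC content and transcript length and 3.43 (48 and 14) after thinning, values that argue against either as the whole cause. The number of calls changed when single libraries of either group were left out, as did the number of all edgeR calls. Without control 1, 3 were higher and 2 lower, with 5 and 3 without control 2 and 23 and 12 without control 3. The counts were 57 and 6 without vitamin C 1, 19 and 10 without vitamin C 2 and 96 and 19 without vitamin C 3. Other splits called at most 0 long non-coding RNAs one way against 63, and 10 splits are too few for a share under 0.05. Retained nuclear or intronic RNA may differ between wells and was not tested, and no biological explanation was tested.

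In the extracellular matrix list 8 of 23 genes were higher, and the paper, which names collagen crosslinking among proposed actions of vitamin C, does not report their transcripts, with 2 higher without control 1 and 4 each without control 2, vitamin C 1 or vitamin C 2. Of small nuclear RNAs 8 were lower by edgeR, 4 after the correction for GC content and transcript length, 0 without control 1 or control 2 and 2 without vitamin C 1 or vitamin C 2. The highest share of unmapped read pairs was 49.5%, in vitamin C 2, while vitamin C 3 had 24.7%, close to the lowest control at 24.2%.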

How the results depend on the processing

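The correction for GC content and transcript length and the joint removal of control 1 and vitamin C 2 were chosen after the results were seen, the thinning was added after the data were seen but before its own result, and all other settings were set before the data were examined. The causes of the changes below were not tested except where fewer libraries or another threshold make them by construction.

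TNFSF10 was higher at an adjusted p under 0.05 in all 19 settings run for it. Of the 67 called genes among the 80 named, 62 were called in every planned setting that kept all libraries and had no block, and none of the 80 reversed. Leaving out 1 library ended the call of 34 named genes for control 1, 29 for control 2, 10 for control 3, 18 for vitamin C 1, 11 for vitamin C 2 and 1 for vitamin C 3, and 30 passed without each library in turn. Of the 1080 edgeR calls, 127, 142, 586, 335, 461 and 928 were kept in that order, and at least 1079 had the same sign. The first principal component parted the groups in every setting and held 44.7% with all genes, 45.9% with a larger set of variable genes and 47.6% to 55.8% with a library left out.

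With a library left out, the ranges were 128 to 1900 genes for edgeR, 367 to 1773 for DESeq2 and 124 to 1539 for both tools, of which 66 to 668 were higher and 58 to 871 lower. The list counts then ranged from 5 to 16 lower for glycolysis, 1 to 5 higher for the TRAIL list, 2 to 7 higher for the extracellular matrix and 0 to 9 lower for ribosomal proteins. Without control 1 and vitamin C 2 together, edgeR called 268, DESeq2 315 and both 215 (117 higher, 98 lower), with 1 TRAIL gene, 4 matrix genes and 2 ribosomal protein genes.

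With no filter edgeR called 2245 genes, 841 were lower in both tools, and 5 TRAIL genes and 14 ribosomal protein genes were called. The exact test called 1926 genes and 6 TRAIL genes, and the likelihood ratio test 1982 genes, 771 lower in both tools, and 6 TRAIL genes. DESeq2 called 5 TRAIL genes and 14 ribosomal protein genes, and 927 genes in all without independent filtering and Cook's filter. Upper-quartile factors and the GC and length correction each gave 5 TRAIL genes. At an adjusted p under 0.01 edgeR called 83, DESeq2 616 and both 81 (48 higher, 33 lower), with 4 glycolysis, 1 TRAIL, 2 matrix and 0 ribosomal protein genes. With at least a 1.5-fold change edgeR called 430, DESeq2 380 and both 334 (206 higher, 128 lower), with 5 glycolysis, 2 matrix and 1 ribosomal protein gene. The settings of edgeR alone give no DESeq2 count, and the stricter filter left no cancer-testis gene to test as a list.

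With the replicate number as a block edgeR called 731 genes, DESeq2 591 and both 491 (210 higher, 281 lower), and among the named genes the calls that ended include those of CYCS (0.0669), GAPDH (0.0609), SLC39A14 (0.0506), FTH1 (0.0541), CASP10 (0.0576), OSGIN1 (0.0518), SLC3A2 (0.0793) and CSF3 (0.051). The deviations of same-numbered libraries from their group means correlated at -0.016, -0.056 and -0.045 across genes, and no library correlated best with its own number, so the numbers do not pair the wells.

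With an estimated correlation, camera's adjusted p was 0.112 for glycolysis, the other hypoxia-induced genes and ribosomal proteins, 0.231 for the TRAIL list, the extracellular matrix and histones, 0.443 for mitochondrial apoptosis and mitochondrial mRNAs, 0.363 for interferon-stimulated genes, 0.415 for aryl hydrocarbon receptor targets and luminal markers, and 0.313 for the cell cycle. Fry's directional test, which does not compare a list with other genes, gave an adjusted p of 0.0298 for the 2-oxoglutarate dioxygenases and for histones. It gave 0.00407 for glycolysis and for the other hypoxia-induced genes, 0.00771 for ribosomal proteins and 0.00971 for the TRAIL list. The extracellular matrix and the aryl hydrocarbon receptor targets each had 0.0286. Fry gave 0.096 for mitochondrial apoptosis, 0.0645 for interferon-stimulated genes, 0.0585 for the cell cycle, 0.0643 for luminal markers and 0.301 for mitochondrial mRNAs. Its test for change in either direction gave 0.000107 for the dioxygenases, 0.00769 for iron, 0.000331 for ascorbate transport, 0.000453 for antioxidant genes, 0.00145 for p53 targets, 0.000339 for the unfolded protein response, 0.00185 for NF-kB targets, 0.00172 for basal markers and 0.192 for mitochondrial mRNAs. Without the 10 genes the study chose, camera's adjusted p was 0.0924 for the TRAIL list and 0.252 for aryl hydrocarbon receptor targets.

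The real split gave 1080 genes by edgeR, 1443 by DESeq2, 968 by both, 455 higher and 513 lower, 8 matrix genes and 3 TRAIL genes. The highest of the other splits gave 1, 5, 1, 1, 1, 0 and 0, each result being as large in 1 of 10 splits, too few for a share under 0.05. In simulated data at these library sizes edgeR found 55 of 67 genes changed 1.5-fold, and depth, spread and the number of wells were not told apart as limits. With every library thinned to the shallowest, edgeR called 484 genes higher and 497 lower.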

Differences from the paper's values

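The correction for GC content and transcript length was chosen after the result was seen, and the other alternatives named here were set before the data were examined.

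Supplementary Table 1 gives an edgeR P value for each of the 10 genes without saying whether it is adjusted, and each is smaller than the adjusted p found here. For the rises, the paper's value is 9.3e-07 for TNFSF10 against 0.00886 here and 3.3e-19 for CYP1B1 against 0.000254. For the falls, the paper's values are 0.0001 for TFRC against 0.0102 here, 1.3e-08 for PGK1 against 0.00167, 1.4e-26 for BNIP3 against 3.44e-05, 4e-13 for NDRG1 against 0.00185, 6.4e-06 for BNIP3L against 0.0067, 1.2e-19 for ADM against 0.000254, 1.1e-16 for PDK1 against 0.000289 and 5.5e-07 for HK2 against 0.0102. For none of the 10 genes did the adjusted p of any alternative come within 1.5 times of the paper's value. For TNFSF10, the adjusted p was 3.06e-07 by edgeR's exact test, 2.95e-07 by its likelihood ratio test and 1.41e-08 by DESeq2. The unadjusted p of edgeR's quasi-likelihood test was 6.16e-05 for TFRC, below the paper's 0.0001. For every other gene of the 10 it stayed above the paper's value, as for TNFSF10 (3.19e-05) and PGK1 (1.36e-06).

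The paper finds more genes up than down in both tools, while here 455 were higher and 513 lower. With library sizes alone in place of TMM the numbers were 415 higher and 402 lower, and with upper-quartile factors 504 and 369. Of the edgeR calls after the correction for GC content and transcript length, which was chosen after seeing the values, 594 were higher and 412 lower, and none of the paper's 10 genes lost its edgeR call. More genes were also higher than lower without control 1 (66 and 58), control 2 (79 and 60), vitamin C 1 (200 and 152) or vitamin C 2 (226 and 222), and at an adjusted p under 0.01 (48 and 33) or with at least a 1.5-fold change (206 and 128). More were lower than higher with DESeq2 factors (436 higher and 639 lower), no filter (574 and 841), the stricter filter (483 and 513), the exact test (576 and 768), the likelihood ratio test (576 and 771), the replicate block (210 and 281) and no DESeq2 filtering (346 and 458), and without control 3 (271 and 374) or vitamin C 3 (668 and 871).

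The paper's text gives a 2.3-fold increase of TNFSF10, while its Supplementary Table 1 gives 1.87 by RNA-seq, and the fold here was 1.87. The qRT-PCR fold of TNFSF10 in Supplementary Table 1 lies nearer to the value in the text than the RNA-seq fold does.

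The paper selects its 10 genes by fold change and calls TNFSF10 one of the most dramatic changes. Here the folds of the 10 genes matched those of its Supplementary Table 1, but among genes called by both tools TNFSF10 had the 78th largest rise and CYP1B1 the 69th. Among the falls NDRG1 ranked 6th, ADM 15th, BNIP3 16th, PDK1 26th, HK2 32nd, BNIP3L 83rd, PGK1 87th and TFRC 161st. With a mean of at least 100 counts required, NDRG1 ranked 2nd, ADM 5th, BNIP3 6th, PDK1 9th, HK2 12th, CYP1B1 16th, TNFSF10 21st, BNIP3L 52nd, PGK1 55th and TFRC 129th, rises and falls being ranked apart.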

Other observations

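The comparison with GAPDH and the correction for GC content and transcript length were chosen after the result was seen, and the thinning was added after the data were seen.

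Genes that handle iron and ascorbate changed in small numbers. Of 17 genes of iron uptake, storage and export, 2 were lower (TFRC and SLC39A14, importers), 2 were higher and 13 did not pass (the same counts when adjusted over the list alone, and camera adjusted p = 0.901). The 2 that rose were SLC40A1, the iron exporter ferroportin, with a log2 fold change of 0.71 (SE 0.17, edgeR adjusted p = 0.0372), and FTH1, a ferritin chain with many pseudogenes, with 0.45 (SE 0.12, edgeR adjusted p = 0.0443). TFRC passed without each library in turn. SLC39A14, SLC40A1 and FTH1 did not pass without control 1 (0.135, 0.142 and 0.169), control 2 (0.107, 0.0566 and 0.127) or vitamin C 1 (0.0963, 0.0621 and 0.0934), SLC39A14 and FTH1 without vitamin C 2 (0.0882 and 0.101), or SLC40A1 without control 3 (0.079) or vitamin C 3 (0.0529). Of 5 measured transporters of ascorbate and dehydroascorbate, SLC2A8 was higher, with a log2 fold change of 0.73 (SE 0.16, edgeR adjusted p = 0.0284), SLC2A1 was lower and 3 did not pass (1 higher and 2 lower when adjusted over the list alone, and camera adjusted p = 0.524). SLC2A8 did not pass without control 1 (0.1), control 2 (0.0861), control 3 (0.0627) or vitamin C 1 (0.0657), nor SLC2A1 without control 2 (0.0572). The ascorbate transporter SLC23A2 was at 54.0 ± 1.04 CPM in control and 50.0 ± 1.87 CPM in treated cells (SD, n = 3 each), while SLC23A1 had 4 counts over all libraries and was not tested. Of the TET genes, TET2 was the most abundant, at 58.1 ± 4.09 and 63.5 ± 3.78 CPM, and the log2 fold changes of TET1, TET2 and TET3 were 0.02, 0.13 and 0.03 (edgeR adjusted p = 0.956, 0.341 and 0.92). BAX and BCL2L1, which the paper measures as proteins, had log2 fold changes of -0.07 and 0.02 (edgeR adjusted p = 0.727 and 0.881).

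Of 39 interferon-stimulated genes measured, 6 were higher, 3 were lower and 30 did not pass (13 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0299, and adjusted p = 0.363 with an estimated correlation). IRF1, a transcription factor of the interferon response, rose from 37.2 ± 1.15 to 61.9 ± 5.92 CPM (SD, n = 3 each), SAMD9L rose from 50.7 ± 1.49 to 79.0 ± 6.84 CPM and MX1 and XAF1 were also higher, while RSAD2 was lower with a log2 fold change of -0.94 (SE 0.17, edgeR adjusted p = 0.0154). MX1 did not pass without control 1 (0.0614) or XAF1 without control 2 (0.0547), and the higher count was 3 without either. The count of lower genes in this list was 0 without control 1 or control 2 and 1 without vitamin C 1 or vitamin C 2. Of 6 measured targets of the aryl hydrocarbon receptor, CYP1B1 and NQO1 were higher, none was lower and 4 did not pass (2 higher when adjusted over the list alone; camera adjusted p = 0.0257, and adjusted p = 0.415 with an estimated correlation). None was lower at an unadjusted p under 0.05 or by DESeq2. CYP1B1 was chosen by the study on these libraries, and without it the list had a camera adjusted p = 0.252. NQO1 did not pass without control 2 (0.058). Of 21 antioxidant genes and NRF2 targets, 3 were higher, among them NQO1 and OSGIN1, 2 were lower (GPX1 and SOD1) and 16 did not pass (the same counts when adjusted over the list alone, and camera adjusted p = 0.198). OSGIN1 did not pass without control 1 (0.128), control 2 (0.0926), control 3 (0.0666), vitamin C 1 (0.105) or vitamin C 2 (0.0751) or with every library thinned to the shallowest (0.112), nor GPX1 without control 1 (0.0579) or control 2 (0.055). Of 34 cell cycle genes, UBE2C was lower, none was higher and 33 did not pass (none when adjusted over the list alone; camera adjusted p = 0.0257, and adjusted p = 0.313 with an estimated correlation). UBE2C did not pass without control 1 (0.133), control 2 (0.0965), vitamin C 1 (0.0814) or vitamin C 2 (0.0881) or after the correction for GC content and transcript length (0.074), while 2 cell cycle genes were higher and 3 lower without vitamin C 3. At an unadjusted edgeR p under 0.05, 1 was higher and 7 were lower, and DESeq2 called 1 higher and 2 lower. Of 21 genes of the unfolded protein response, VLDLR and SLC3A2 were lower, none was higher and 19 did not pass (2 lower when adjusted over the list alone, and camera adjusted p = 0.331). SLC3A2 did not pass without control 1 (0.134), control 2 (0.128), control 3 (0.0542), vitamin C 1 (0.108) or vitamin C 2 (0.0886), nor with library sizes alone (0.0524) or upper-quartile factors (0.0558). At an unadjusted edgeR p under 0.05, 2 genes of this list were higher and 3 were lower, and DESeq2 called none higher and 2 lower. Of 20 NF-kB targets, CSF3 was higher, IL11 was lower and 18 did not pass (3 higher and 4 lower when adjusted over the list alone, and camera adjusted p = 0.686). CSF3 did not pass without control 1 (0.118), control 2 (0.148), control 3 (0.068), vitamin C 1 (0.127) or vitamin C 2 (0.108) or by limma-voom (0.0577) or after the correction for GC content and transcript length (0.0518), nor IL11 without control 1 (0.0579), and 3 of these targets were higher and 2 lower without vitamin C 3. Of 20 genes of cholesterol synthesis and uptake none passed edgeR or DESeq2, with 1 lower at an unadjusted p under 0.05 (none when adjusted over the list alone, and camera adjusted p = 0.982). Of the cancer-testis genes silenced by DNA methylation in many tissues, 2 of 21 had enough counts to be tested, and neither TEX14 nor XAGE1A passed edgeR, adjusted or not (none when adjusted over the list alone, and camera adjusted p = 0.491).

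GAPDH, the reference gene of the paper's qRT-PCR and a gene with many pseudogenes, was itself lower in these libraries, at 1017 ± 30.2 CPM in control and 808 ± 79.8 CPM in treated cells (SD, n = 3 each), a log2 fold change of -0.33 (SE 0.08, edgeR adjusted p = 0.0388). It did not pass with library sizes alone (0.0519) or upper-quartile factors (0.0548), or without control 1 (0.111), control 2 (0.112), control 3 (0.082), vitamin C 1 (0.0814) or vitamin C 2 (0.0675). The hypothesis was tested that this fall shifted the paper's qRT-PCR folds away from the RNA-seq folds. Relative to GAPDH, the RNA-seq fold of TNFSF10 was 2.41, but only 3 of the 10 genes lay closer to the paper's qRT-PCR fold on this scale, and the median log2 distance was 0.363 with GAPDH and 0.120 without it. The values argue against a shift of this kind across the 10 genes.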
